# *MADS1-*regulated lemma and awn development benefits barley yield

**DOI:** 10.1038/s41467-023-44457-8

**Published:** 2024-01-05

**Authors:** Yueya Zhang, Chaoqun Shen, Gang Li, Jin Shi, Yajing Yuan, Lingzhen Ye, Qingfeng Song, Jianxin Shi, Dabing Zhang

**Keywords:** Plant morphogenesis, Seed development, Development, Plant breeding

## Abstract

Floral organ shape and size in cereal crops can affect grain size and yield, so genes that regulate their development are promising breeding targets. The lemma, which protects inner floral organs, can physically constrain grain growth; while the awn, a needle-like extension of the lemma, creates photosynthate to developing grain. Although several genes and modules controlling grain size and awn/lemma growth in rice have been characterized, these processes, and the relationships between them, are not well understood for barley and wheat. Here, we demonstrate that the barley E-class gene *HvMADS1* positively regulates awn length and lemma width, affecting grain size and weight. Cytological data indicates that *HvMADS1* promotes awn and lemma growth by promoting cell proliferation, while multi-omics data reveals that HvMADS1 target genes are associated with cell cycle, phytohormone signaling, and developmental processes. We define two potential targets of HvMADS1 regulation, *HvSHI* and *HvDL*, whose knockout mutants mimic awn and/or lemma phenotypes of *mads1* mutants. Additionally, we demonstrate that HvMADS1 interacts with APETALA2 (A-class) to synergistically activate downstream genes in awn/lemma development in barley. Notably, we find that *MADS1* function remains conserved in wheat, promoting cell proliferation to increase awn length. These findings extend our understanding of *MADS1* function in floral organ development and provide insights for *Triticeae* crop improvement strategies.

## Abstract (web summary)

HvMADS1 in barley positively regulates awn length and lemma width by promoting cell proliferation through direct action on the expression of *HvSHI* and *HvDL*. In wheat, MADS1 conservatively regulates awn length.

## Introduction

Barley (*Hordeum vulgare*) is one of the most important crops worldwide, mainly used for feed, food, and malt (beer and whisky) production^1^. Crop yield is directly related to grain size and weight^2^. The grain of barley, like that of most *Poaceae* grasses including rice (*Oryza sativa*), wheat (*Triticum aestivum*) and sorghum (*Sorghum bicolor*), is enclosed in spikelet hull (lemma and palea)^3^. In rice, the spikelet hull limits grain growth and thus affects final grain size and yield^4^. A series of proteins that control grain size and weight by regulating cell proliferation in the spikelet hull has been defined, including the E3 ubiquitin ligase GRAIN WIDTH AND WEIGHT 2 (GW2)^5^, the squamosa promoter-binding protein SPL16^6^, the calmodulin-binding protein GW5^7^, the G-protein γ subunit RGG1^8^, the MKKK10–MKK4–MAPK6 cassette^9^, the glutaredoxin protein WIDE GRAIN 1 (WG1)^10^, and the ubiquitin receptor HOMOLOG OF DA1 ON RICE CHROMOSOME 3 (HDR3)^11^. In barley, however, the relationship between spikelet hull and grain size has not yet been determined, nor the molecular mechanism of grain size regulation defined. It is noteworthy that while the rice lemma and palea together form spikelet shell, the barley lemma entirely encloses the palea such that lemma size may be the most critical factor limiting grain size.

Another floral tissue prevalent in major cereal crops is the awn, a stiff, hair-like structure that extends from the tip of the lemma^12^. The awn is simple and thus often overlooked, but is evolutionarily beneficial for reproduction in wild species^13^ where it prevents predation by birds and animals, and aids seed dispersal and self-planting^14–16^. In rice and sorghum, *awnless* is considered a key domestication trait to facilitate seed harvest and storage without affecting yield^13,17,18^. In contrast, the barley and wheat awn has been largely preserved, although domesticated cultivars have shorter awns than their wild ancestors^19^, as barley and wheat awns contribute to grain filling through photosynthesis^20–22^, especially when the leaves are prematurely senescent or damaged by diseases^23,24^. Genes regulating awn development have been reported in different cereals. In sorghum, duplication of the ALOG transcription factor *awn1* prevents awn development, leading to awn loss during domestication^13,25^. In rice, some genes have been artificially selected during domestication: *Awn-1* (*An-1*) encodes a helix-loop-helix protein and positively controls cell division and the formation of awn primordia^18^; *An-2*/*LONG AND BARBED AWN* (*LABA1*) encodes a cytokinin-activating enzyme and promotes awn elongation by increasing cytokinin concentration^14,26^; *REGULATOR OF AWN ELONGATION 2* (*RAE2*)/*GRAIN NUMBER, GRAIN LENGTH AND AWN DEVELOPMENT 1* (*GAD1*)^27,28^ and *EPIDERMAL PATTERING FACTOR-LIKE 2* (*EPFL2*)^29^ encode secreted signal proteins involved in awn development. *DROOPING LEAF* (*DL*, a *YABBY* gene) and *OsETTIN2* (an auxin response factor gene) work together to promote awn formation^30^. Other reported genes include *REGULATOR of AWN ELONGATION 3* encoding an E3 ubiquitin ligase^31^, *TONGARI-BOUSHI1* encoding a YABBY protein^32^, *CW-ZF7* encoding a CW-domain containing zinc finger protein^33^, and *GRAIN LENGTH AND AWN 1* encoding a mitogen-activated protein kinase phosphatase^34^. Less is known about awn development in barley and wheat. In wheat, *FRIZZY PANICLE* promotes awn growth^35^, while a zinc finger protein expressed at the *B1* locus suppresses awn development^21,36^. In barley, *SHORT INTERNODES* (*SHI*) controls awn elongation and pistil morphology^22^ and *APETALA2* (*AP2*) regulates awn development, awn-lemma boundary and lemma identity^37^. Nevertheless, molecular and genetic mechanisms regulating barley and wheat awn development, as well as relationships between awn and grain yield, remain to be further elucidated.

MADS-box proteins, singly and in combinations, are the main regulators of floral organ development, as summarized in the ABCDE models of *Arabidopsis* and rice^38^. This model classifies their encoding genes into five different categories (A, B, C, D, and E) based on their homeotic functions; class E genes, encoding proteins that interact with the other four classes to regulate the development of each floral organ^39^, also known as *SEPALLATA* (*SEP*) genes that participate in a variety of other developmental processes, including spike architecture, flowering time, fruit ripening, and inflorescence thermo-morphogenesis^40^. Rice and barley contain 5 *SEP* genes (*MADS1*, *MADS5*, *MADS34*, *MADS7* and *MADS8*), but a significant expansion has occurred in wheat^38^. Due to the lack of corresponding floral organ mutants and only a few known floral genes, the ABCDE model in barley and wheat has not been systematically described, and neither has the role of *SEP* genes in reproductive development, especially in floral organ development.

Here, we report that a *SEP* gene, *HvMADS1*, controls barley grain size and weight by regulating awn elongation and lemma transverse growth. We found that *HvMADS1* regulates *HvSHI* and *HvDL* expression by directly binding to their promoters. The *shi* and *dl* mutations inhibited cell proliferation, creating shorter awns and/or narrower lemmas than wild-type (WT), mimicking the *mads1* phenotype. Moreover, we found that A-class gene encoded HvAP2 interacts with HvMADS1 to promote transcriptional activity, thereby involving in awn and lemma development. We also verified that the role of *MADS1* in controlling awn development is conserved in wheat. Our study provides information to broaden our understanding of barley and wheat floral organ development, and reveals a molecular and genetic role for *HvMADS1* in controlling grain size in barley.

## Results

### *HvMADS1* positively regulates awn development by promoting cell proliferation and further influences spike photosynthesis

Our previous study demonstrated that *HvMADS1* in barley plays an important role in response to high temperature by maintaining a normal, unbranched inflorescence morphology^40^. Notably, as compared with WT, barley *mads1* mutant exhibits shorter awn at ambient temperatures, indicating that *HvMADS1* also regulates awn development^40^; however, the underlying explicit cellular and molecular mechanisms remain unclear.

We generated three knockout lines of *HvMADS1* using CRISPR-Cas9 system, namely *mads1-3*, *mads1-5* and *mads1-8* in barley cv. Golden Promise (Supplementary Fig. 1a), with different alleles from those reported in previous studies^40^. All three homozygous mutant plants also exhibited significantly shorter awns than WT plants (Fig. 1a, d), confirming an important role of *HvMADS1* in awn development as previously reported^40^. Cytological analyses on the central parts of the awns revealed that the width and thickness of *mads1* awns were also significantly smaller than WT (Fig. 1b, d). The cell width in the transverse section of *mads1* awns was slightly smaller than WT, while longitudinal cell length of *mads1* was the same as WT (Fig. 1e); remarkably, cell numbers of *mads1* awns in both directions were substantially reduced as compared with those in WT (Fig. 1e).

**Fig. 1:**
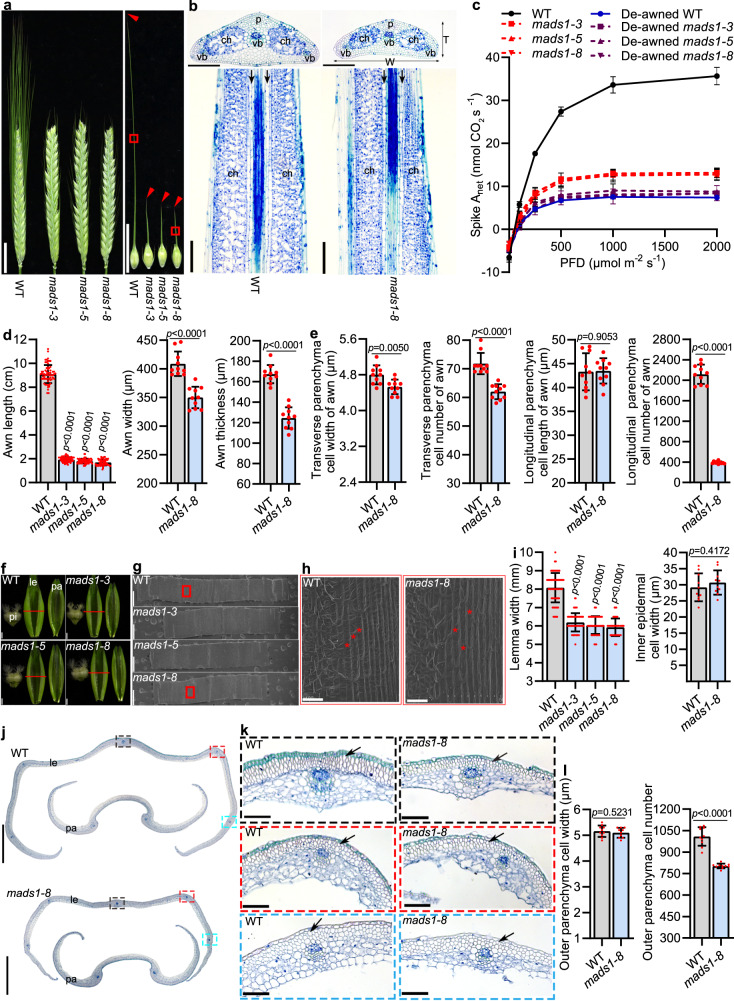
*HvMADS1* regulates lemma and awn development through controlling cell proliferation, which in turn influences spike photosynthesis. **a** Images of spike and awn of WT and *mads1* knockout lines. Red arrowheads show awn tips; **b** Transverse (upper) and longitudinal (lower) sections of red boxed regions in (**a**). Black arrows indicate cells used for cell length measurement and cell number estimation in (**e**). **c** Photosynthetic light response curves of intact and de-awned WT and *mads1* spikes (*n* = 3 biological replicates). PFD, photon flux density; Spike A_net_, whole-spike net photosynthetic rate. **d** Statistic data of length, width, and thickness of WT and *mads1* awns. **e** Statistic data of cell length and cell number in both transverse and longitudinal sections of WT and *mads1* awns (*n* = 10 biologically independent samples). **f** Images of spikelet hulls of WT and *mads1*. Red lines indicate the position of the cross-section and location of the area used for scanning electron microscopy (SEM) in (**g**) and (**h**). **g** SEM images of the inner surface of WT and *mads1* lemmas. **h** Magnified view of the red boxed lemma area in (**g**). **i** Statistic data of lemma width and inner epidermal cell width of WT and *mads1* lemmas. **j** A cross-section of WT and *mads1* spikelet hull. **k** Magnified images of the boxed lemma in (**j**). Black arrows indicate outer parenchymal cell layers. **l** Statistic data of the width and number of outer parenchyma cell across WT and *mads1* lemmas (*n* = 10 biologically independent samples). Values are mean ± SD, *p* values obtained from two-tailed Student’s t-test; Scale bars, 2 cm (**a**), 100 µm (**b,** **h**), 1 mm (**f**), 0.8 mm (**g**), 500 µm (**j**), 50 µm (**k**). ch chlorenchyma tissue, le lemma, p parenchyma cells, pa palea, pi pistil, T thickness, vb vascular bundle, W width. Source data are provided as a Source Data file.

As the *mads1* awn was significantly smaller than WT, the corresponding area of chlorenchyma tissue, which contributes to spike photosynthesis and thus grain filling^20^, was also obviously reduced (Fig. 1b). Consequently, the whole-spike net photosynthetic rate (spike A_net_) measured on intact and de-awned WT and *mads1* spikes showed that the A_net_ of *mads1* spikes was significantly lower than that of the WT, although slightly higher than that of de-awned *mads1* and WT spikes at a photon flux density (PFD) ≥ 250 μmol (photons) m^−2^ s^−1^ (Fig. 1c). Most interestingly, the grain weight of de-awned WT was about 6% lower than that of the non-de-awned WT (Supplementary Fig. 1b). Collectively, these results indicated that *HvMADS1* controls cell proliferation to positively regulate awn size, which directly affects spike photosynthesis in barley.

### *HvMADS1* controls lemma width by promoting cell proliferation

*MADS1* in rice is well-known for its multiple roles in floral organ identity specification; the *osmads1* null mutant displays defective inner floral organs, and an elongated leafy lemma and palea^39,41^. The spikelets of barley *mads1* mutant contained a pair of glumes, a lemma, a palea, and three whorls of internal floral organs, including two lodicules, three stamens, and a carpel, all of which morphologically resembled WT organs (Supplementary Fig. 1c, d, e). However, unlike WT, the *mads1* lemma did not completely envelop the palea (Supplementary Fig. 1c, e). Further phenotypic observations found that lemma width, but not palea width or spikelet hull length, is significantly reduced in *mads1* spikelets (Fig. 1f, g, i and Supplementary Fig. 1f, g). The width of inner epidermal cell of *mads1* was indistinguishable from that of WT (Fig. 1g–i), as were the outer parenchyma cell width (Fig. 1j–l). Cytological analyses revealed that it is the cell number across the lemma width that is reduced in *mads1* plants (Fig. 1l). Thus, *HvMADS1* also positively regulates lemma width by promoting cell proliferation.

### The *mads1* mutant produces small grains

In barley and wheat, awns provide photosynthate for developing grains^20,21^. To examine whether *HvMADS1* mediated awn size and lemma size ultimately affects grain size, we compared grain characteristics of WT and *mads1* plants along grain development process. The obvious differences in grain size and weight were observed from 16 days after fertilization (DAF), in which the weight of *mads1* grain was significantly lower than those of WT (Fig. 2a, b). Although there was a slight increase in length, significant decreases in both width and thickness of *mads1* grain were observed as compared to WT (Fig. 2c–e and Supplementary Fig. 2a, b), which was consistent with observed narrower lemma in *mads1* (Fig. 1f, i). To rule out the effect of carpel size on grain size, we also compared carpels size between WT and *mads1* mutant, and found that the carpel size of the mutant was not significantly smaller than that of the WT (Supplementary Fig. 3a, b). In addition, to rule out the effect of endosperm on grain size we crossed *mads1* (♀) with WT (♂), and found that grain size of all F2 progenies is similar to that of WT (Supplementary Fig. 3c, d). These results implied that the spikelet hull in barley is an important factor limiting grain size as it is in rice, as lemma width can directly affect the grain width and thickness (Fig. 2c–e).

**Fig. 2:**
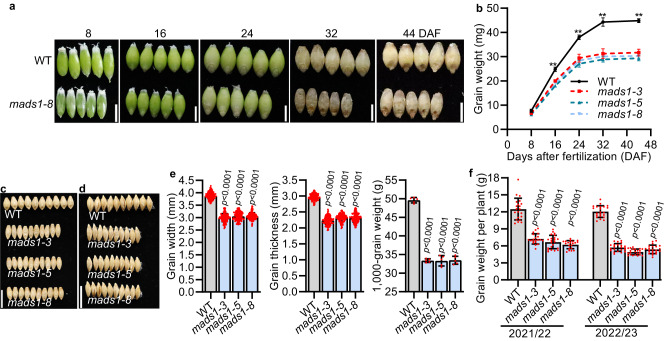
*HvMADS1* influences grain filling and grain size. Images (**a**) and staistic data of weight (**b**) of WT and *mads1* grains at different developmental stage (*n* = 3 biological replicates). Images (**c**, **d**) and statistic data (**e**) of the width, thickness and 1,000-grain weight of mature WT and *mads1* grains (*n* = 150 individual grains for grain size and *n* = 5 biological replicates for grain weight). **f** Staistic data of grain weight per plant of WT and *mads1* grown in the paddy field in Shanghai for two consecutive years (2021–22 and 2022–23). Values are mean ± SD, two-tailed Student’s t-test was used to generate the *p* values; **p < 0.01; Scale bars, 0.5 cm (**a**), 1 cm (**c**, **d**). Sour**c**e data are provided as a Source Data file.

The weight of *mads1* grains was about 33 % lower than that of WT grain (Fig. 2e). This agronomically important result was confirmed in two-year field trials (Supplementary Fig. 2c). It is worth noting that although the spike length, spikelet number per spike and plant of *mads1* were not significantly reduced compared with those of the WT (Supplementary Fig. 2d, e, f), grain numbers per spike and grain numbers per plant of *mads1* were smaller than those of WT (Supplementary Fig. 2g, h). This was mainly due to much lower seed setting rate of *mads1*, which was 32-39% lower than that of WT (Supplementary Fig. 2i). Consequently, the overall grain yield (weight) per plant in *mads1* was decreased 42–59% as compared with that of WT (Fig. 2f), suggesting that *HvMADS1* is important for sustaining barley grain yield.

### *HvMADS1* expression promotes awn development and lemma transverse growth

To determine the specific stages at which *HvMADS1* affects awn and lemma differentiation and development, we compared WT and *mads1* spikelet development using SEM at different Waddington stages (W2.5–W5.5)^42^, including W3.0 and W4.5 when lemma and awn primordia initiate, respectively. At stage W3.0, lemma primordia initiated normally in both WT and *mads1* (Fig. 3a). During stages W4.5–W5.5, awn primordia emerged at the lemma apex similarly in both WT and *mads1*, which, however, elongated rapidly in WT but slowly in *mads1* (Fig. 3a). Afterwards, awn length, lemma width, and the cell number of the lemma increased rapidly in WT but slower in *mads1*, especially after stage W7.5 (Fig. 3b).

**Fig. 3:**
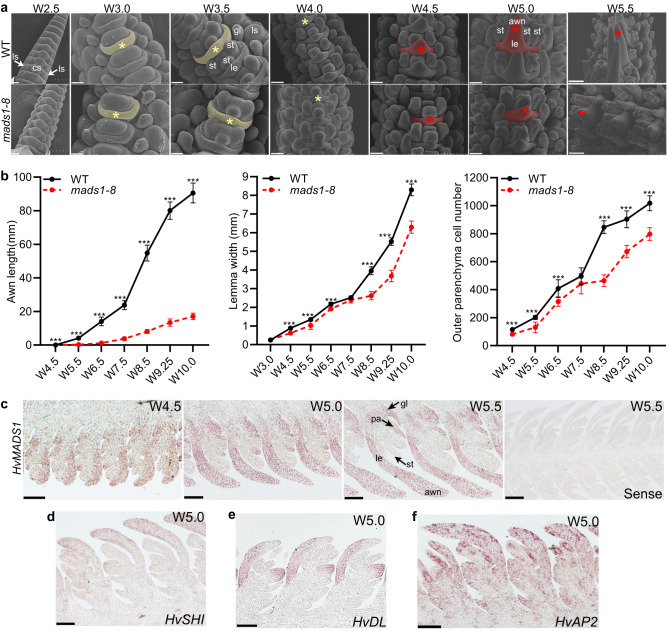
*HvMADS1* spatiotemporally affects lemma and awn development. **a** SEM images of WT and *mads1* spikelets at different developmental stages (W2.5–W5.5). Yellow shading and star indicate lemma; red shading and star indicate lemma and awn. Scale bars, 50 µm (W3.0, W3.5), 80 µm (W2.5, W4.0, W4.5, W5.0), 160 µm (W5.5). **b** Dynamic changes of awn length, lemma width, and cell number across the lemma along the process of inflorescence development. The width and cell number of the lemma were obtained by analyzing lemma sections (*n* = 10 individual lemma samples for lemma width at stages W6.5-W10.0). **c–f** Results of RNA in situ hybridization of *HvMADS1* (**c**), *SHORT INTERNODES* (*HvSHI*, **d**), *DROOPING LEAF* (*HvDL*, **e**) and *APETALA2* (*HvAP2*, **f**) in longitudinal sections of developing WT inflorescences. Scale bars, 100 µm (except for W5.5 sense probe panel bar, 250 µm). (**a**, **c–f**) The representative results from three independent replicates were presented. Values are mean ± SD, asterisks indicate statistically significant differences (two-tailed Student’s t-tests; ***P < 0.001). cs central spikelet, gl glume, le lemma, ls lateral spikelet, pa palea, pi pistil, st stamen. Source data are provided as a Source Data file.

To confirm the correlation between *HvMADS1* expression and observed phenotype, we performed gene expression analysis. Quantitative reverse transcription PCR (RT-qPCR) results revealed that *HvMADS1* is relatively high expressed in developing inflorescences at stages W5.0–W9.5, the period of floral organ development including rapid growth of the lemma and awn (Supplementary Fig. 4a). RNA in situ hybridization revealed that *HvMADS1* transcripts are abundant in the awn and lemma primordia at stages W4.5, W5.0, and W5.5 (Fig. 3c). Together, these results suggest that specific expression of *HvMADS1* induces rapid cell division/proliferation in the lemma and awn.

### *HvMADS1* regulates hormone- and cell cycle–related genes

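RNA-seq libraries were made from 3 WT and 3 *mads1* samples of barley cv. Golden Promise at stage W7.5 of the Waddington scale, which orders barley inflorescences by their development. Each sample was a pool of tissue from several plants, described in the methods as lemma and awn of spikelets from the central part of the spike and in the deposited sample labels as spikelet. The authors deposited FPKM values (fragments scaled to the length of the gene and to the size of the library), estimated with RSEM after trimming and mapping of the reads. The deposited table lists 26933 genes by Morex version 3 identifiers, with 2 decimals per value and no gene at 0 in every library. Summed over genes, the FPKM values of the *mads1* libraries came to 966119, 939663 and 943722, and those of the WT libraries to 994360, 994495 and 993575. The number of reads behind each library is unknown. The steps between low values gave depths between 0.936 and 1.06 times that of WT replicate 3. This estimate showed no much shallower library, but it favours ratios near 1, because both values had to lie in one narrow range. Between 3488 and 4177 genes were listed at 0 in a library. On log2(FPKM + 1), Pearson's correlation across the 17996 genes tested was 0.982 to 0.994 between replicates of one genotype and 0.884 to 0.941 between genotypes. The first principal component separated the genotypes and held 85.3% of the variance. Differences were tested with limma on log2(FPKM + 1), for genes with at least 1 FPKM in at least 3 of the 6 libraries. Genes with an adjusted p below 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5 were taken as changed, the threshold the paper set on DESeq2's test of read counts. Fold changes on this scale understate the change of genes with low FPKM. The limit on fold change, the filter on low values, the pseudocount, the scaling and the set of replicates were varied to see how far they move the numbers.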

To better investigate biological processes influenced by *HvMADS1* mutations, we performed transcriptomic (RNA-seq) analysis of WT and *mads1* lemma and awn at stage W7.5 before the awn longitudinal growth and lemma transverse growth started to differ dramatically (Fig. 3b). Differential gene expression analysis detected 1,374 up-regulated and 2,872 down-regulated genes in *mads1* relative to WT (Fig. 4a). 

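Of the 17996 genes tested, 1187 were higher and 2607 lower in *mads1* than in WT past the threshold, 3794 in all, of which 68.7% were lower. The median absolute log2 fold change of these genes was 1.05. At least 4-fold changes on the log2(FPKM + 1) scale were found for 159 higher and 415 lower genes. The 3 *mads1* values and the 3 WT values did not overlap for 3774 of the 3794 genes. Over all genes tested this held for 55.9%, where chance alone gives 10%. Without the fold change limit, 7779 genes had an adjusted p below 0.05 in limma's test, the alternative that moved the count most. On the log2(FPKM + 1) scale, a gene on chromosome 7H, HORVU.MOREX.r3.7HG0747350, had the largest fall. It went from 145 ± 16.9 FPKM (SD, n = 3) in WT to 0.927 ± 0.452 FPKM (SD, n = 3) in *mads1*. The gene annotated as FASCICLIN-like arabinogalactan-protein 11 (HORVU.MOREX.r3.3HG0235910) followed, with a log2 fold change of -5.56 (standard error 0.39, adjusted p = 2.55e-05 from limma). A gene for a protein of unknown function (HORVU.MOREX.r3.3HG0232050), the gene annotated as O-methyltransferase 1 (HORVU.MOREX.r3.3HG0330120) and HORVU.MOREX.r3.3HG0287690 came next, with log2 fold changes of -5.03, -4.99 and -4.93. The largest rise on this scale was that of HORVU.MOREX.r3.7HG0733320. It was listed at 163, 125 and 236 FPKM in the *mads1* libraries and at 0.19, 0 and 0 FPKM in the WT libraries. Next to it, HORVU.MOREX.r3.3HG0253560 was listed at 139, 136 and 141 FPKM in *mads1* and at 0 in each WT library. Over the alternatives that kept all libraries, its log2 fold change reached 10.44, against 10.21 for HORVU.MOREX.r3.7HG0733320. The order of these genes therefore depends on the setting.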

Gene ontology (GO) term analysis revealed that differentially expressed genes (DEGs) are enriched for biological processes including flower morphogenesis, plant organ development, hormone metabolism, response processes, and cell wall development (Fig. 4b). 

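Annotations were used for the 605 genes of Supplementary Data 2, so term counts over the whole set of changed genes are not analysed here. Of the 3794 changed genes, 514 are in that list. Lists of words set before the values were seen were matched to the annotations of these 514. They matched a cell wall function for 37 genes, floral or organ development for 9 and auxin for 8. The cell cycle was matched for 5 and photosynthesis for 1. These count matches of words only, and annotations such as NIMA (never in mitosis, gene A)-related 6 and phosphoribulokinase were not matched. Among the cell cycle matches is cycling DOF factor 3, an annotation that does not name the cell cycle. No enrichment was tested, because the annotated genes had been selected for their change in expression.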

Specifically, some of these DEGs are annotated to be involved in auxin, gibberellin, jasmonic acid, and cytokinin metabolic and signaling processes (Supplementary Fig. 5a), which is consistent with previous reports that there are many hormone-related genes downstream of *MADS1*, and that these four hormone families are involved in barley and/or rice spikelet development^40,43–45^. 

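Supplementary Fig. 5a shows 76 hormone genes under older barley identifiers, and 19 of them were joined to the deposited table through the identifier pairs of Supplementary Data 2. All 19 are among the putative direct targets, and the other genes of the figure are not analysed here. Past the threshold were 18 of the 19, 10 lower and 8 higher in *mads1*. The number was also 18 with p adjusted over the 19 genes alone, which shows no stability because the paper chose them from its own calls on these libraries. Of 11 auxin genes, 8 were lower and 2 higher, and *ARF10* missed the fold change limit with a log2 fold change of -0.52. The largest change among them was that of the *SAUR*-like gene HORVU.MOREX.r3.5HG0430490, with a log2 fold change of -3.56 (standard error 0.28, adjusted p = 4.08e-05 from limma). On this scale *SAUR36* followed with -3.10 and *IAA12* with -2.96. With a pseudocount of 0.5 in place of 1, *IAA12* (-3.41) changed more than *SAUR36* (-3.21). With a pseudocount of 0.1 it did so too, at -4.04 against -3.30. *IAA12* fell from 14.1 ± 7.0 FPKM (SD, n = 3) to 0.9 ± 0.67 FPKM (SD, n = 3), and *LAX2* rose from 80.6 ± 8.95 to 161 ± 12.5 FPKM (SD, n = 3 each). All 4 cytokinin genes were higher, *CKX5*, *HK1*, *LOG6* and *LOG7*, with log2 fold changes of 1.22, 1.14, 1.12 and 0.66. Of the jasmonic acid genes, *ACX2* (-0.76) and *LOX5* (-0.70) were lower and *LOX6* (0.65) was higher on the log2 scale. The 1 gibberellin gene joined, *GA2OX6*, had a log2 fold change of 0.78. These directions held under each of the 3 other scalings of the libraries.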

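Of the 18 cell cycle genes of Supplementary Fig. 5b, 5 were joined to the deposited table and the other 13 are not analysed here. With 27.8% of the genes joined, no test of the set as a whole was made. *Cyclin p4;1a* (HORVU.MOREX.r3.1HG0057570, chromosome 1H) was at 27.4 ± 4.03 FPKM (SD, n = 3) in WT and 2.75 ± 0.569 FPKM (SD, n = 3) in *mads1*, a log2 fold change of -2.92 (standard error 0.15, adjusted p = 6.23e-06 from limma). *Cyclin p4;1b* (HORVU.MOREX.r3.6HG0551650, chromosome 6H) fell from 18.2 ± 3.26 to 2.37 ± 0.656 FPKM (SD, n = 3 each). *Cycle 50A* (HORVU.MOREX.r3.5HG0509390, chromosome 5H) and *Cyclin p2;1* (HORVU.MOREX.r3.2HG0198940, chromosome 2H) were low in both genotypes, at 4.01 ± 0.656 and 3.46 ± 0.933 FPKM in WT and 0.353 ± 0.326 and 0.527 ± 0.261 FPKM in *mads1* (SD, n = 3 each). Their log2 fold changes were -1.91 and -1.54. *Cyclin T1-4* (HORVU.MOREX.r3.4HG0350850, chromosome 4H) was higher in *mads1*, at 124 ± 26.0 FPKM against 71.3 ± 6.2 FPKM (SD, n = 3 each), with an adjusted p of 0.00309 from limma. Among the annotations of Supplementary Data 2, words for the cell cycle matched the 4 cyclins above. They also matched the gene annotated as cycling DOF factor 3 (HORVU.MOREX.r3.2HG0111280, log2 fold change 2.10), so 3 of these 5 were lower and 2 higher. The annotation cycling DOF factor 3 does not name the cell cycle, and the higher cyclin is *Cyclin T1-4*. The words did not match the gene annotated as NIMA (never in mitosis, gene A)-related 6, which was lower (log2 fold change -0.82). The count of 3 lower and 2 higher therefore depends on the words. With genes under 5 FPKM filtered out, 2 of the 4 lower genes were left in the test. For each of the 5 genes joined from the figure, the 3 values of one genotype lay above the 3 of the other.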

Additionally, expression of cell cycle-related genes was generally down-regulated in *mads1* lemmas and awns, which was further confirmed by RT-qPCR (Supplementary Fig. 5b, c), consisting with the finding that *HvMADS1* promotes cell proliferation in these tissues (Fig. 1).

**Fig. 4:**
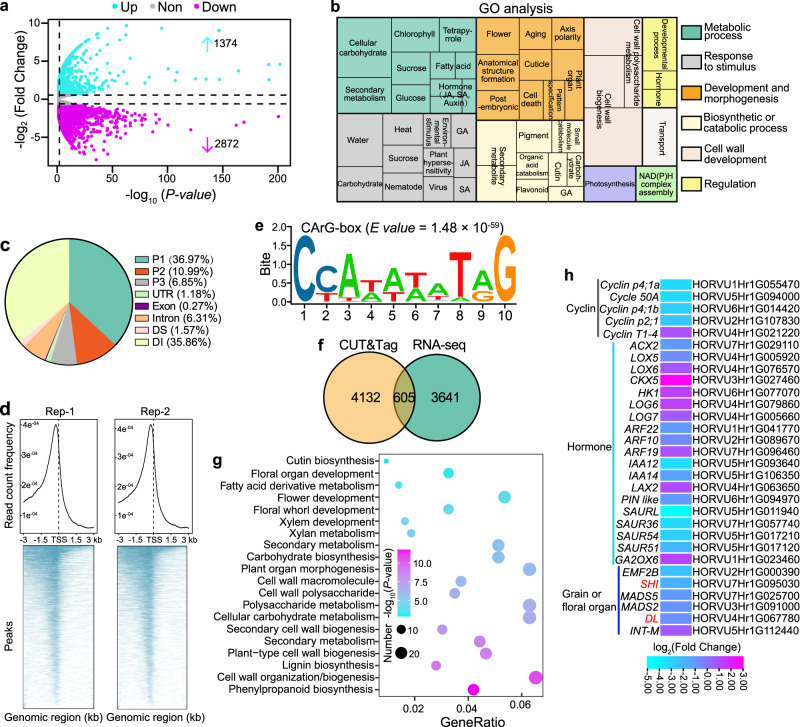
Target genes of MADS1 identified by transcriptome analysis and CUT&Tag. **a** The Volcano plot of DEGs in lemma and awns between *mads1* and WT. Blue and purple points represent up- and down-regulated genes, respectively; Gray points represent insignificantly changed genes. Cut-off value was set to false discovery rate (FDR)  < 0.05, absolute fold change ≥ 1.5, FDR was adjusted by Benjamini–Hochberg correction. **b** Gene Ontology (GO) analysis of DEGs in (**a**). **c** CUT&Tag analysis of MADS1-binding regions in genomic regions of direct target genes: P1, 0–1 kb upstream of start codon; P2, 1–2 kb upstream of start codon; P3, 2–3 kb upstream of start codon; DS, 1–300 bp downstream of stop codon; DI, >300 bp downstream of stop codon. **d** The distribution of CUT&Tag peaks around transcriptional start sites (TSS). **e** Preferred CArG-box s**e**quence for HvMADS1 binding. **f** The Venn diagram showing overlapped genes jointly identified by RNA-seq and CUT&Tag analyses. **g** GO enrichment analysis of 605 putative direct target genes identified from (**f**), *p* values were calculated by the Fisher method. **h** A heat-map showing expression patterns of putative HvMADS1 direct target genes in lemmas and awns between *mads1* and WT.

To further unearth direct targets of HvMADS1 regulation, we performed Cleavage Under Targets and Tagmentation (CUT&Tag) assays using stage W7.5 lemma and awn from an existing *HvMADS1-eGFP* transgenic line^40^. We identified 4,737 predicted direct target genes (Supplementary Data 1); approximately half of HvMADS1 binding sites for these genes were located in the 2 kb promoter region upstream of the start codon (Fig. 4c), in agreement with the idea that HvMADS1 acts as a transcription factor. The highest frequency of binding occurred around the transcriptional start site (TSS; Fig. 4d), while one of the most enriched sequences for the in vivo HvMADS1-binding motif (*E* value = 1.48 × 10^−59^) was a *cis*-element CArG-box (Fig. 4e).

Intersection of RNA-seq and CUT&Tag data identified 605 genes as the most likely direct targets of HvMADS1 (Fig. 4f and Supplementary Data 2). 

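All 605 genes of Supplementary Data 2 are in the deposited table, and 541 of them had enough FPKM to be tested. Past the threshold were 514 of the 541, 450 lower and 64 higher in *mads1*, with a median log2 fold change of -1.14 over the 541 genes. Of the 64 genes under the filter, 35 were past the threshold when no filter on low values was used. The paper drew the list from its own calls on these libraries, so the count shows no stability. The share of lower genes was 87.5% among the 514 listed genes and 65.8% among the 3280 other changed genes (Fisher's exact test, two-sided, p = 2.86e-26, over genes, which are not independent replicates). Under the 3 other scalings of the libraries, the difference of 21.8 percentage points between these shares was 20.1 to 29.1. The paper reasons that a gene both bound in the CUT&Tag data, which maps the DNA a protein sits on, and changed in *mads1* is among the most likely direct targets.

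**Figure D1:**
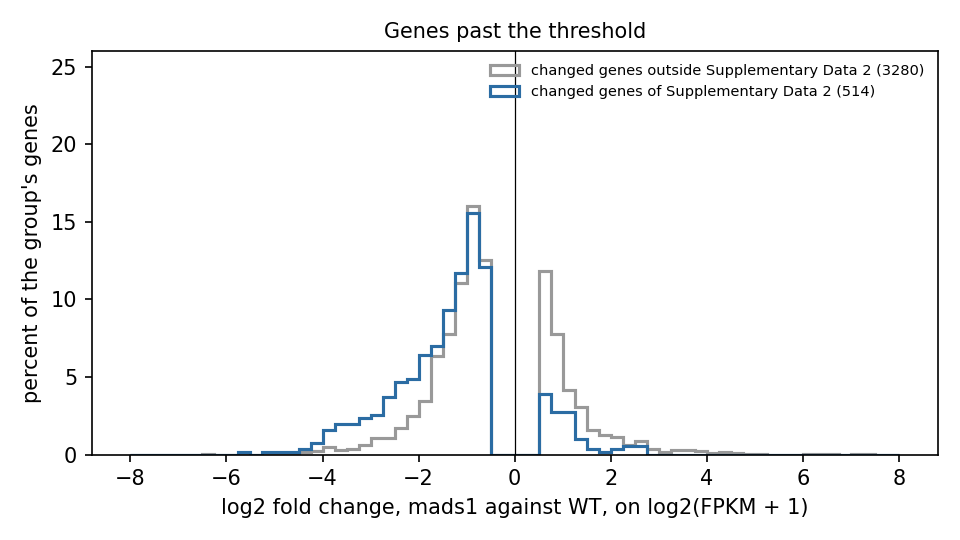
Log2 fold changes of *mads1* against WT on log2(FPKM + 1), for the 514 changed genes of Supplementary Data 2 (blue) and the 3280 other changed genes (gray). The vertical axis is the percent of each group's genes per step of the horizontal axis, and 87.5% of the listed genes lie left of 0 against 65.8% of the others.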

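Words set for a cell wall function, such as laccase, expansin, cellulose synthase or xyloglucan endotransglucosylase, matched the annotations of 42 of the 605 putative direct targets. All 38 of these that were tested had lower FPKM in *mads1*, with a median log2 fold change of -1.56 and a range from -5.56 to -0.56. Past the threshold were 37 of them, and 34 to 38 under the 3 other scalings of the libraries. The words set for floral or organ development matched 9 annotations, of which 7 belong to lower and 2 to higher genes. They did not match *EMF2B* (-2.09 on the log2 scale) or *INT-M* (0.63), which the paper names for floral organ development. The counts therefore depend on the words. Among the 9 matched, the pair that rose carry the annotation lateral organ boundaries domain protein. The largest fall among the 9, -2.13 on the log2 scale, was that of a KNOTTED-like homeobox gene (HORVU.MOREX.r3.4HG0412370).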

Further GO analysis revealed that these targets are also significantly enriched in floral organ development, plant organ morphogenesis, and cell wall-related processes (Fig. 4g). 

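*HvSHI* (HORVU.MOREX.r3.7HG0725250, chromosome 7H) was at 57.5, 61.2 and 63.4 FPKM in the WT libraries and at 18.9, 18.1 and 14.3 FPKM in the *mads1* libraries. The means were 60.7 ± 2.99 and 17.1 ± 2.44 FPKM (SD, n = 3 each), a log2 fold change of -1.78 (standard error 0.11, adjusted p = 1.26e-05 from limma). With each replicate left out in turn, it stayed between -1.85 and -1.66. *HvDL* (HORVU.MOREX.r3.4HG0396510, chromosome 4H), annotated as a YABBY family transcription factor, was at 80.6, 96.4 and 96.5 FPKM in WT and at 53.9, 49.8 and 65.7 FPKM in *mads1*. Its log2 fold change was -0.69 (standard error 0.12, adjusted p = 0.00225 from limma), between -0.80 and -0.60 with each replicate left out. For both genes every *mads1* library lay below every WT library, which gives p = 0.1 in a two-sided exact permutation test, the smallest that 3 samples against 3 allow.

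**Figure D2:**
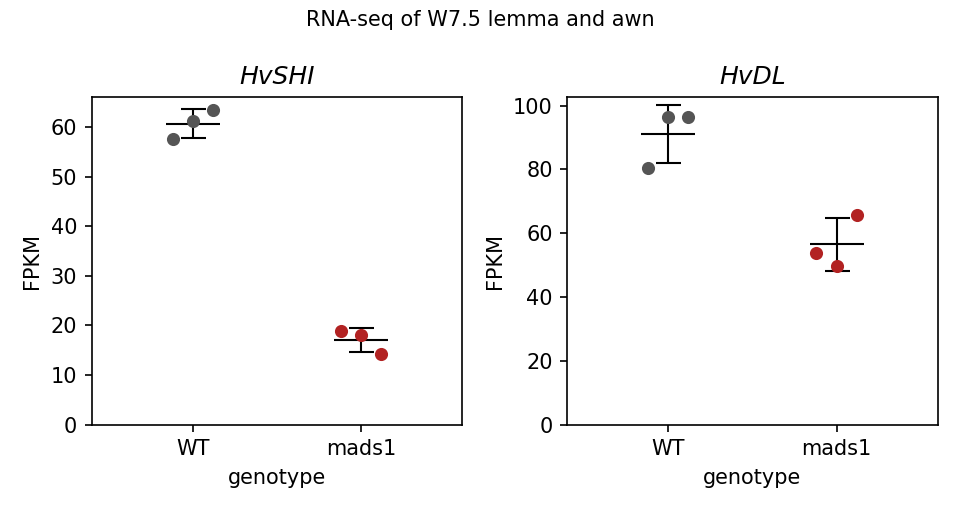
FPKM of *HvSHI* and *HvDL* in 3 WT and 3 *mads1* libraries from W7.5 lemma and awn. Points are libraries, the wide line is the mean and the bar the SD, and the 3 *mads1* points lie below the 3 WT points in both panels.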

Notably, the heatmap and genome browser view showed that *HvSHI* and *HvDL* expression is significantly suppressed in *mads1* lemmas and awns (Figs. 4h, 5a, j and Supplementary Data 3). *HvSHI* is considered as a strong candidate for the *short awn 2* (*Lks2*) trait involved in barley awn elongation^22^, whereas homologs of *HvDL* is involved in awn development in wheat and rice^30,35^. Our combined methods also revealed several other direct candidate targets of HvMADS1 that are involved in floral organ development, cell cycle, and auxin response processes (Fig. 4h and Supplementary Fig. 5d).

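Supplementary Data 3 gives log2 fold changes of 30 such genes, and all 30 had the same sign in the deposited FPKM values, 20 lower and 10 higher in *mads1*. Past the threshold were 29. The paper chose these genes from its own calls and computed its values on the same libraries, so neither count shows stability. *EMF2B* (HORVU.MOREX.r3.2HG0095780) was at 18.3 ± 0.215 FPKM (SD, n = 3) in WT and 3.53 ± 0.441 FPKM (SD, n = 3) in *mads1*, a log2 fold change of -2.09 where the paper's is -2.39. *MADS5* (HORVU.MOREX.r3.7HG0654930) and *MADS2* (HORVU.MOREX.r3.3HG0307160) were lower, with log2 fold changes of -0.91 and -0.69 and adjusted p of 0.00158 and 0.00173 from limma. *INT-M* (HORVU.MOREX.r3.5HG0525620) was higher, at 37.0 ± 6.93 against 23.3 ± 2.93 FPKM (SD, n = 3 each). Its log2 fold change of 0.63 went under the fold change limit without *mads1* replicate 3 (0.51) and without WT replicate 1 (0.53).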

**Fig. 5:**
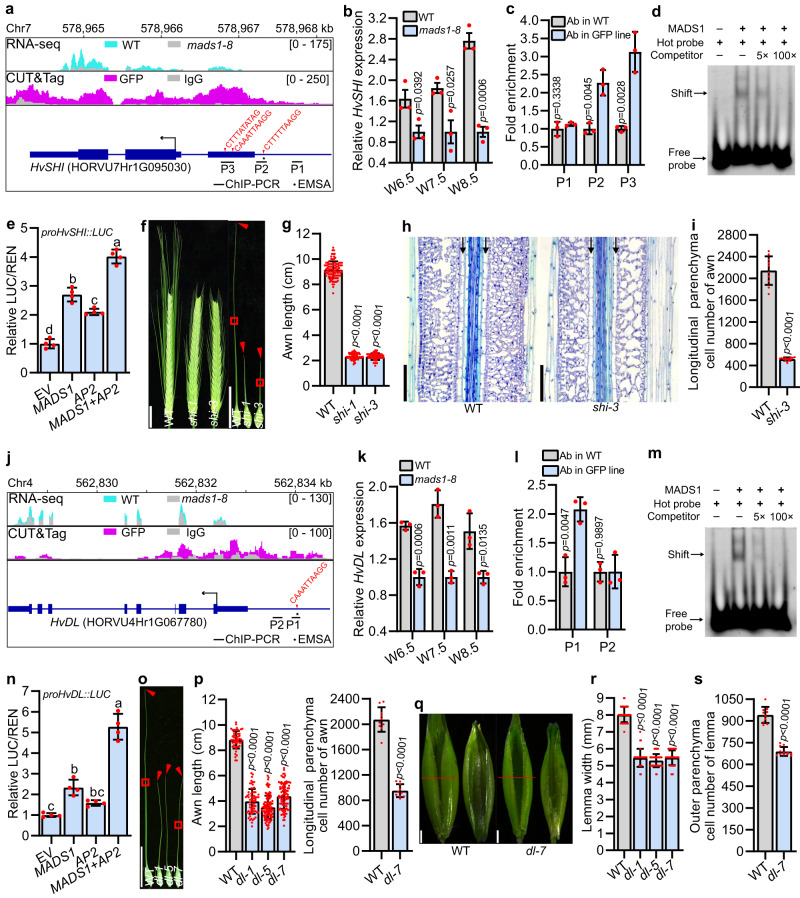
HvMADS1 directly regulates potential downstream genes *HvSHI* and *HvDL* to control awn length and lemma width. **a**, **j** Genome browser view of RNA-seq and CUT&Tag profiles and the schematic diagram of promoter fragments of *HvSHI* (**a**) and *HvDL* (**j**) for ChIP-PCR and EMSA assay in (**c**, **d**, **l**, **m**). Expression of *HvSHI* (**b**) and *HvDL* (**k**) in developing lemma and awn of WT and *mads1*. **c,** **l** Binding of HvMADS1 to the *HvSHI* (**c**) and *HvDL* (**l**) promoters in vivo as revealed by ChIP-PCR. Binding of MADS1 to probes from the *HvSHI* (**d**) and *HvDL* (**m**) promoters harboring a CArG-box (EMSA), a representative result from three replicates was presented. Transactivation activity assay of HvMADS1 and HvMADS1-HvAP2 interaction on *HvSHI* (**e**) and *HvDL* (**n**). Different letters represent significant differences (*p*  <  0.05) determined by one-way ANOVA with Tukey’s multiple comparisons test. Images of *shi* (**f**) and *dl* (**o**) awns. L**o**ngitudinal sections of boxed regions in (**o**) are shown in Supplementary Fig. 7c. **g** Statistic data of WT and *shi* awns. **h** Longitudinal sections in the boxed regions of (**f**). Black arrows indicate cells used to measure cell length for cell number estimation in (**i**). **i**, Stat**i**st**i**c data of longitudinal parenchyma cell number in WT and *shi* awns. **p** Statistic data of the length and cell number of WT and *dl* awns. **q** Images of spikelet hulls of WT and *dl*. Red lines indicate the position of the cross-section used in (**r**, **s**). Statistic data of the width (**r**) and number of the outer parenchyma cell (**s**) in the lemma of WT and *dl*. Values are mean ± SD, *p* values shown are from two-tailed Student’s t-test; *n* = 3 and 4 biological replicates for (**b**, **c**, **k**, **l**) and (**e**, **n**), resp**e**ctively. Scale bars, 2 cm (**f**, **o**), 1 mm (**q**), 100 µm (**h**). Source data are provided as a Source Data file.

### HvMADS1 could regulate awn and lemma development through direct regulation of potential targets *HvSHI* and *HvDL*

Expression analysis revealed that both *HvSHI* and *HvDL* are expressed in the developing inflorescence of WT (Supplementary Figs. 6a, 7a), and that their expression levels are significantly downregulated in *mads1* lemma and awn at stages W6.5, W7.5, and W8.5 (Fig. 5b, k). In situ hybridization confirmed the specific expression of *HvSHI* in awn (Fig. 3d and Supplementary Fig. 4b) and *HvDL* in both lemma and awn (Fig. 3e and Supplementary Fig. 4c), suggesting that these two genes likely function in awn and/or lemma development. ChIP-qPCR assays further corroborated that HvMADS1 directly binds in vivo to *HvSHI* and *HvDL* promoter fragments containing a CArG-box motif (Fig. 5c, l), which was subsequently verified in vitro by electrophoretic mobility shift assay (EMSA; Fig. 5d, m). Dual-luciferase (LUC) assays in barley protoplasts showed that HvMADS1 can transiently activate the expression of *HvSHI* and *HvDL* (Fig. 5e, n), confirming that HvMADS1 can directly bind to promoters of *HvSHI* and *HvDL* to activate their transcription.

To confirm whether *HvSHI* and *HvDL* affect barley awn and lemma development, we created *HvSHI* mutants (named *shi-1* and *shi-3*; Supplementary Fig. 6b) and *HvDL* mutants (*dl-1*, *dl-5* and *dl-7*; Supplementary Fig. 7b) via CRISPR/Cas9-mediated gene editing. As in *mads1* mutants, awns of the *shi* and *dl* mutants were significantly shorter than that of WT, primarily due to a reduction in cell number rather than in cell size (Fig. 5f–i, o, p, and Supplementary Fig. 6c, 7c, d). Correspondingly, the 1,000-grain weight of *shi* mutant was significantly smaller than that of WT (Supplementary Fig. 6d).

Notably, our observations showed that the *dl* mutant exhibits a significantly narrower lemma (Fig. 5q, r) but similar spikelet hull length and palea width, as compared with WT (Supplementary Fig. 7e, f). As *dl* mutants were unable to set seeds due to defective pistils with ectopic carpel-like organs (Supplementary Fig. 7g), the grain size of *dl* mutants could not be obtained. Microscopic observation of lemma cross-sections further revealed significantly reduced cell number in *dl*, which mimicked the defect in *mads1* (Fig. 5s and Supplementary Fig. 7h). SEM results confirmed that, similar to *mads1*, it is not the initiation of *dl* lemma but the growth of *shi* and *dl* awns is slowed down as compared to that in WT (Supplementary Fig. 8). Correspondingly, expression levels of a number of cell cycle genes, whose expression was significantly decreased in *mads1*, were also remarkably down-regulated in *shi* and *dl* mutants (Supplementary Fig. 6e, 7i). These results implied that the direct regulation of potential targets *HvSHI* and *HvDL* by HvMADS1 could contribute to HvMADS1-dependent regulation of awn and/or lemma development through controlling cell proliferation.

### Interaction of HvMADS1 with HvAP2

SEP proteins, to which MADS1 belongs, often form higher-order complexes with other ABCDE proteins to regulate floral organ development^46,47^. Our yeast two-hybrid (Y2H) assay confirmed above mentioned idea and found that HvMADS1 interacts with other A-, B-, C-, D-, E-class, and AGL6 subfamily homeotic proteins except HvMADS4 and HvMADS14 (Supplementary Fig. 9). Most interestingly, HvMADS1 interacted with HvAP2 in yeast cells (Fig. 6a). Considering the fact that HvAP2 was reported to regulate awn development^37^, we speculate that HvMADS1 and HvAP2 might function together in barley awn development. The interaction of the HvAP2 with HvMADS1 was subsequently confirmed by split firefly luciferase complementation (SFLC) assays and bimolecular florescence complementation (BiFC) assays in tobacco epidermal cells (Fig. 6b, c), and further validated by in vitro pull down and in vivo Co-immunoprecipitation (Co-IP) assays (Fig. 6d, e). Further investigations showed that the intervening (I) and keratin-like (K) domain of HvMADS1 are required for physical interaction with HvAP2 (Supplementary Fig. 10a), and that HvAP2 interacts with HvMADS1 likely through its C- and N-terminal domain (Supplementary Fig. 10b). A transient transcriptional activity assay demonstrated that the interaction of HvMADS1 with HvAP2 significantly enhances transcriptional activity of HvMADS1 (Fig. 6f). Additional RT-qPCR and in situ hybridization revealed that *HvAP2* is ubiquitously expressed in developing floral organs, including in the awn and lemma during inflorescence development (Fig. 3f, Supplementary Figs. 4d and 11a), which overlapped with that of *HvMADS1*.

**Fig. 6:**
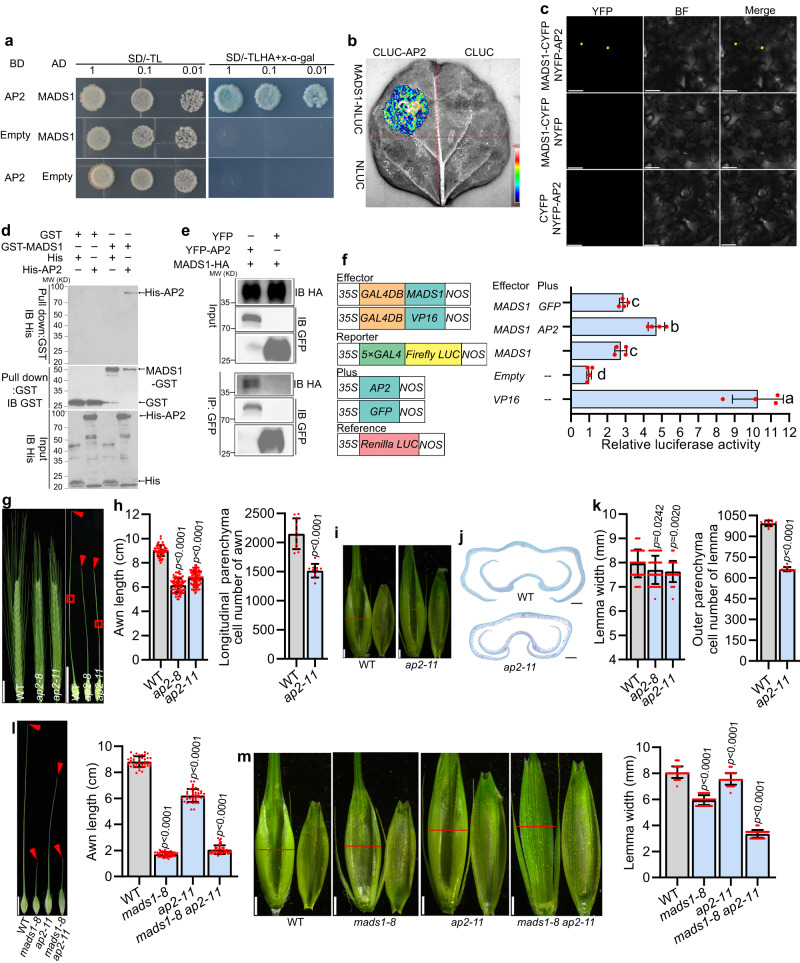
HvMADS1 physically interacts with HvAP2 and synergistically regulates downstream genes to promote awn elongation and lemma transverse growth. **a–e** Interaction between MADS1 and HvAP2. Yeast two-hybrid assay (**a**): AD, GAL4 activation domain; BD, GAL4 DNA-binding domain; SD/-TL and SD/-TLHA, synthetic defined medium without Trp and Leu or without Trp, Leu, His and Ade, respectively. Split firefly luciferase complementation (SFLC) assay in tobacco leaves (**b**): Scale bar represents luminescence intensity. Bimolecular florescence complementation (BiFC) assay in tobacco epidermal cells (**c**). In vitro pull-down assay (**d**): GST-MADS1 was incubated with His-AP2, pulled down using anti-GST beads, and detected by anti-His immunoblotting. IB, Immunoblot. In vivo Co-immunoprecipitation (Co-IP) assay in tobacco leaves (**e**): GFP beads were used for immunoprecipitation (IP). **f** Effects of HvMADS1–HvAP2 interaction on HvMADS1-induced transcriptional activation (*n* = 4 biological replicates); Different letters indicate significant differences according to one-way ANOVA with Tukey’s multiple comparisons test (*p* < 0.05). Images (**g**) and statistic data of length, and cell number (**h**) of WT and *ap2* awns. Longitudinal sections of boxed regions in (**g**) are shown in Supplementary Fig. 11c. **i** Images of WT and *ap2* spikelet hulls. Red lines indicate the position of the cross-section used in (**j**, **k**). **j** Cross-sections of WT and *ap2* spikelet hulls. **k** Statistic data of the width and outer parenchyma cell number of WT and *ap2* lemmas. Statistic data of awn length (**l**), images and statistic data of lemma width (**m**) of WT, *mads1-8*, *ap2-11* and *mads1-8 ap2-11* double mutant. Values are mean ± SD, *p* values shown are from two-tailed Student’s t-test; For (**a**, **b**, **c**, **d**, **e**), a repr**e**sentative result is shown from three independent replicates. Scale bars, 50 μm (**c**), 2 cm (**g**), 1 cm (**l**), 1 mm (**i**, **m**), and 250 µm (**j**). Source data are provided as a Source Data file.

To further explore the functions of HvAP2, we generated *ap2* knockout mutants (*ap2-8* and *ap2-11*; Supplementary Fig. 11b). Phenotypic analysis confirmed that *HvAP2* also promotes awn growth mainly by affecting cell number (Fig. 6g, h, and Supplementary Fig. 8, 11c, d), and that the *ap2* lemma is also slightly narrower due to the reduced cell number (Fig. 6i–k). The width and thickness of *ap2* grain were significantly narrower than WT (Supplementary Fig. 11g, h). The observed phenotypes of awn length and grain size of *ap2* mutants are consistent with previous reports^37^. To further test the genetic relationship between MADS1 and AP2 with respect to awn length and lemma width, we created *mads1-8 ap2-11* double mutant by crossing *mads1-8* with *ap2-11*. Phenotypic similarities of the degree of awn length shortening between *mads1-8* and *mads1-8 ap2-11* (Fig. 6l) indicated that *HvMADS1* is genetically epistatic to *HvAP2* in the control of awn growth. The lemma width of double mutant was significantly reduced, much narrower than that of *mads1-8*, *ap2-11* and WT (Fig. 6m). Taken together, these findings indicate that HvMADS1 and HvAP2 synergistically regulate the awn and lemma development. Expression analysis found that expression levels of *HvSHI* and *HvDL*, as well as several cell cycle genes that are downregulated in *mads1*, are also significantly reduced in *ap2* mutants (Supplementary Fig. 11i). Dual-LUC assays demonstrated that *HvSHI* and *HvDL* promoter activation is much significantly enhanced when HvAP2 and HvMADS1 are co-transformed than HvMADS1 alone (Fig. 5e, n). Thus, HvMADS1 and HvAP2 may form a complex and regulate the common target genes *HvSHI* and *HvDL* to control awn size and/or lemma transverse growth.

### The function of bread wheat *MADS1* in regulating awn size

There are three wheat homologs of *HvMADS1*, namely *TaMADS1-A* (TraesCS4A01G058900), *TaMADS1-B* (TraesCS4B01G245700), and *TaMADS1-D* (TraesCS4D01G243700; Supplementary Fig. 12a). To investigate whether *TaMADS1* is involved in wheat awn and lemma development, we generated a triple recessive mutant of *TaMADS1* (*Tam1-abd*) in hexaploid bread wheat cultivar Fielder by CRISPR-Cas9 (Supplementary Fig. 12b). Interestingly, the awns of both central and top spikelets in *Tam1-abd* were significantly smaller compared to those of WT (Fig. 7a–e, g, h). Further histological experiments demonstrated that the number of longitudinal parenchyma cell of the *Tam1-abd* awn was reduced by 31.8 % compared to that of WT, while the cell length was not significantly changed (Fig. 7f, i and Supplementary Fig. 12c). Thus, consistent with barley results, reduction in cell number due to the *Tam1-abd* mutation likely resulted in shorter awns in wheat mutant. Notably, *Tam1-abd* did not show any phenotypes in lemma and other floral organs, due likely to the functional redundancy since *TaMADS1* has duplicated in wheat (Supplementary Fig. 12a).

**Fig. 7:**
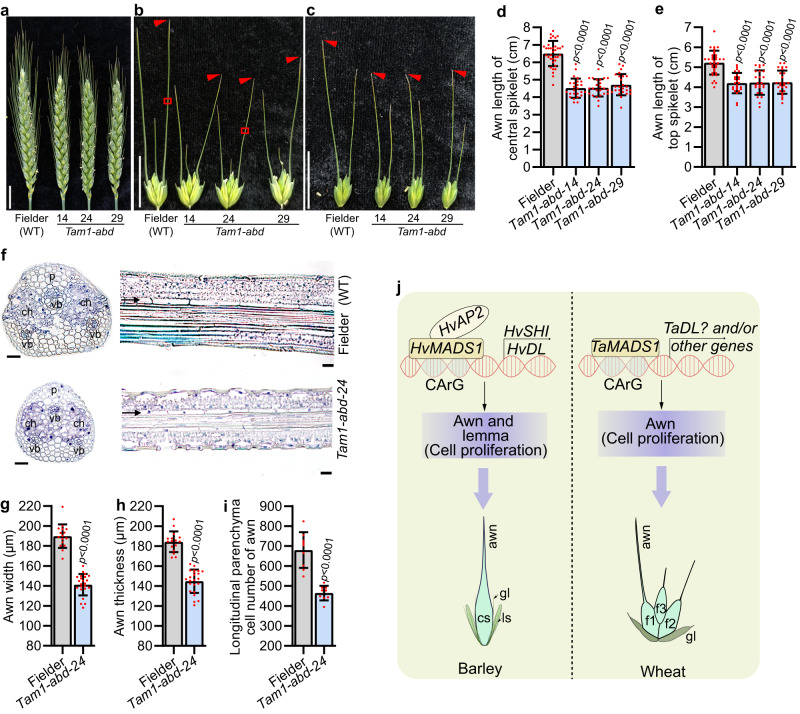
The function of wheat *TaMADS1* in regulating awn elongation and a proposed working model for MADS1. **a** Images of Fielder (WT) and three independent *Tam1-abd* mutant spikes at heading day. **b,** **c** Images of WT and *Tam1-abd* awns from the central (**b**) and top (**c**) spikelets. Statistic data of awn lengths from the central (**d**) and top (**e**) spikelets. **f** Sections from the boxed regions of (**b**) showing the size and number of cells in WT and *Tam1-abd* awns. **g–i** Statistic data of width (**g**), thickness (**h**), and longitudinal parenchyma cell number (**i**) of WT and *Tam1-abd* awn. **j** A proposed model for MADS1-mediated awn and lemma development. In barley, *HvMADS1* and *HvAP2* form a complex that jointly activates potential downstream genes *HvSHI* and *HvDL*, further influencing cell proliferation and ultimately controlling the elongation of the awn and lemma transverse growth. In wheat, *TaMADS1* can also control awn elongation by influencing cell proliferation. Values are mean ± SD, *p* values obtained from two-tailed Student’s t-test; Scale bars, 2 cm (**a**, **b**, **c**), and 25 µm (**f**). ch chlorenchyma tissue, f1–3 flower 1–3, cs central spikelet, gl glume, p parenchyma cells, ls lateral spikelet, vb vascular bundle. Source data are provided as a Source Data file.

## Discussion

Grain size is both a critical yield trait and a complex developmental trait regulated by many factors, including the photosynthetic rate of source tissue and spikelet hull size^4,17^. Research on regulators of barley grain size has lagged significantly behind that of rice due to the lack of mutants, artificial populations for genetic analysis, and natural populations with high-quality sequencing data. With the help of CRISPR-Cas9 genome editing technology, we have functionally characterized that *HvMADS1* controls barley grain size and weight by regulating awn length that influences spike photosynthesis and lemma width that affects spikelet hull size. We have further shown that HvMADS1 directly regulates downstream target genes, and can physically interact with other proteins to do so; its molecular network in barley has been proposed based on our multiple level experimental evidence (Fig. 7j). Notably, the function of *MADS1* in controlling awn length is conserved in wheat. Since *TaDL* has also been reported to be involved in wheat awn development^35^, further studies on the regulatory relationship between TaMADS1 and *TaDL* will help to establish the wheat molecular network for awn development.

Divergence in biological function of genes can arise through sub- or neo-functionalization. We show here that *SEP* genes may undergo functional divergence among rice, barley, and wheat. In rice, *LOFSEP* genes (*OsMADS1*, *OsMADS5* and *OsMADS34*) are predominantly involved in inflorescence branching, spikelet and floral development^48^; while *SEP3* clade genes (*OsMADS7* and *OsMADS8*) regulate inner floral organ development^49^. Unlike *OsMADS1*, which is responsible for floral organ identity specification in rice, *HvMADS1* seemed to only regulate awn length and lemma width without changing floral organ properties in barley. This finding is consistent with our previous work that single or double mutants of barley *LOFSEP* genes (*HvMADS1*, *HvMADS5* and *HvMADS34*) have no obvious phenotypic changes in floral organs, spikelet and inflorescence branching under normal temperature^40^. There are four *SEP* genes in *Arabidopsis*, including *AtSEP3* and the *LOFSEP* clade (*AtSEP1*, *AtSEP2*, and *AtSEP4*); any single mutant shows no or weak phenotypes. However, in the quadruple *atsep1/2/3/4* mutant, all floral organs are transformed into leaf-like structures^50^, and only quadruple mutant of *AtSEP4* and three MADS-box genes of other classes (*SOC1*/*SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1*, *SVP*/*SHORT VEGETATIVE PHASE* and *AGL24*/*AGAMOUS-LIKE 24*), namely, *atsep4*/*soc1/svp/agl24*, is defective in inflorescence branching^51^. The *LOFSEP* genes have undergone significant duplication in wheat; MADS1 and MADS5 are sisters to 10 and 7 wheat proteins, respectively^52^. Thus, we speculate that *SEP* genes have diverged through sub-functionalization in barley and wheat, and that some functions of barley and wheat *SEP* genes remain unidentified due to redundancy with *SEP* genes or with other classes of MADS-box genes. The *mads1/5/34* mutant, *mads1/5/34/7/8* mutant, higher order mutants of *HvSEP* genes with other barley MADS-box genes, and the equivalent mutants in wheat, will need to be created to further unravel the molecular regulatory network of *SEP* genes in *Triticeae* crops.

A combined RNA-seq and CUT&Tag approach identified multiple direct target genes of HvMADS1, including genes involved in the synthesis and signaling of hormones, such as cytokinin, gibberellins, jasmonates, and auxin, which is consistent with previous ChIP-seq data that OsMADS1 can bind to auxin-related genes^44^. In rice, auxin response factors OsETT2^30^ and OsARF6^53^, and the cytokinin synthesis protein OsAn-2^14,26^, control awn length and/or grain size; future studies in barley could reveal whether these hormone-related genes regulate awn size and spikelet hull growth or not. Interestingly, the *mads1* mutation affected expression of multiple cell-cycle genes, and whether HvMADS1 can directly bind to promoters of these genes to regulate awn and lemma development requires further investigations.

*HvSHI*, a downstream target gene of HvMADS1, affects awn growth through regulating cell proliferation, which is in accord with the *HvMADS1* mechanism; both mutants also have a similar degree of awn shortening. Although the awn extends from the lemma tip, it is currently believed that the awn is a modified leaf, while the lemma may be modified sepal or novel organ with bract and sepal features^36,54^. Since *HvSHI* is specifically expressed in the awn primordia, it is reasonable that it affects only awn development but not lemma development, which also supports the idea that awn and lemma development are independent processes. The fact that the 1000-grain weight of *shi* grains was significantly lighter than those of WT with a 6.1% reduction (Supplementary Fig. 6d) indicate that this difference is due to the diminished photosynthetic capacity of the shorter awn, which is consistent with the results of artificial de-awning that reduces WT grain weight (Supplementary Fig. 1b). In rice, the regulatory mechanisms of grain size have been elaborated in detail^5,55^, and several recent reviews have also summarized these regulatory pathways in detail^4,56^. Generally, cereal grain size is mainly determined by maternal spikelet hull, pericarp, overall pistil (including carpel), and endosperm^5,7–9,56–59^. In this study, we also demonstrated that changes in *mads1* grain weight is highly associated with changes in lemma width (Figs. 1i, 2e). We also ruled out the carpel and endosperm as the cause of the smaller *mads1* grains (Supplementary Fig. 3a–d). Thus, the 33% reduction in grain weight of *mads1* grain (Fig. 2e) is thus mainly due to the narrower lemma width; nevertheless, currently we cannot completely rule out the effect of pericarp. It is worth noting that plot sizes used in our field trials (around 2 m^2^/line) were much smaller than those typically used by breeders in breeding selections. In addition, our field experiments were carried out in the same region for two consecutive years without setting up of different plot replications for the same line. Therefore, larger-scale field trials with plot replications in different regions are needed for subsequent field yield analyses.

The lemma and palea together protect the inner floral organ to ensure its stable growth and seed setting, and help to define the final grain size. The reduced seed setting rate of *mads1* plants in field trials (Supplementary Fig. 2) may be due to the inability of the narrowed lemma to enclose the palea, thus resulting in florets opening at the fertilization stage. Although ongoing research has revealed several genetic factors that control lemma development in rice^60–62^, for example, *OsDL* regulates vascular patterning of the lemma^63^, but its mechanism of regulating lemma development is not clearly elucidated. In barley, even less is known about factors affecting lemma development. Here, we have shown that *HvDL*, the other downstream target gene of HvMADS1, affects lemma width; the lemma width of *dl* mutant is significantly reduced (Fig. 5r), mimicking the *mads1* phenotype. Interestingly, *HvDL* also controls carpel properties (Supplementary Fig. 7g) and the number of lemma vascular bundles (Supplementary Fig. 7h), suggesting that there may be other proteins or pathways that control *HvDL* expression to regulate floral organ properties. Further investigations into upstream and downstream regulatory networks of the *HvMADS1*–*DL* module may help to identify the molecular regulators of floral organ development, including lemmas, in barley. Combining a series of biochemical experiments with the phenotypes of single mutants, we inferred that the binding of HvMADS1 to *HvSHI* and *HvDL* is critical for HvMADS1 in controlling awn length and lemma width. The future work should focus on the genetic analysis of double mutants (*mads1 shi* and *mads1 dl*), *mads1* mutants overexpressing *HvDL* and/or *HvSHI*, and transgenic plants with site-directed mutated motifs of *HvDL*/*HvSHI* that bound by HvMADS1, to further strengthen the understanding of the biological significance of the HvMADS1-HvSHI/HvDL module.

Previous studies have shown that *HvAP2* has pleiotropic roles in floral organ and grain development, regulating lemma identity and length as well as grain length and width^37^. In this study, we measured the width of the entire unfolded lemma rather than the curled lemma as did in other studies^37^. We found that *HvAP2* also regulates lemma transverse growth since the cell number in the transverse section of *ap2* lemma was significantly reduced, lemma width of *ap2 mads1* double mutant was narrower than those of single mutants (Fig. 6k, m). A previous study assumed that *HvAP2* could control floral development by modulating its targeting genes including *HvMADS1*^37^. Our genetic and biochemical analyses results in this study verified that *HvAP2* interacts with *HvMADS1*, forming a complex, at least in part, to participate in a common pathway promoting awn development and lemma transverse growth (Fig. 6). Interestingly, *Arabidopsis* AP2 is a repressor, which interacts with co-repressors TOPLESS to regulate downstream floral homeotic genes to control floral organ development^64^. More studies are needed to clarify the working model for HvAP2, and to answer following questions: whether HvAP2 can also act as a repressor? Is there a co-repressor similar to TOPLESS in barley? How do the two interact and thus participate in barley floral organ development?

Although grain size is a key trait for crop breeding, genes affecting grain size in an agriculturally meaningful way are still a scarce resource. In rice, a C-terminal mutation in *MADS1* forms a semidominant allele that promotes longitudinal cell proliferation in the spikelet hull, and introduction of this allele into several cultivars is favorable for both grain length and yield improvement^55,65^. Our results here suggest that *MADS1* can regulate other aspects of grain development to affect final grain size, so genome-edited superior alleles of *MADS1* will be a key resource in the future for high-yield barley breeding.

## Methods

### Plant materials and growth conditions

Barley (*Hordeum vulgare* cv. Golden Promise) was planted either in a greenhouse with a 16 h photoperiod at 18 °C/15 °C (day/night) or in a field in Minhang (31° 04′ N, 121° 45′ E; Shanghai, China) under natural conditions during November 2021–June 2022 and November 2022–June 2023. For field experiments, each WT and *mads1* mutant barley line was planted in ten rows with 0.20 m between rows, the length of each row is about 1 meter and 15 seeds were planted per row. These barley plants were grown under normal conditions and followed local agricultural practices for field management, avoiding floods, droughts, pests and diseases. 300 kg compound fertilizer per hectare (Nitrogen: Phosphorus: Potassium = 15%: 15%: 15%,) and 250 kg urea fertilizer per hectare were applied at the sowing and jointing stages, respectively. In the June of the following year, plants were randomly sampled to measure spike length, spikelet number per spike/plant, grain number per spike/plant, grain weight per plant, seed setting and thousand-grain weight. Grain weight and size were measured in grains that were treated in a 37 °C oven for one week. Wheat (*Triticum aestivum* cv. Fielder) was grown in a greenhouse with a photoperiod of 16 h at 20 °C/16 °C (day/night). For BiFC and SFLC assays, tobacco (*Nicotiana benthamiana*) was planted in a greenhouse at 23 °C with a 16 h/8 h (day/night) period.

Knockout mutants of *HvMADS1*, *HvSHI*, *HvDL*, and *HvAP2* were generated by CRISPR-Cas9 technology. For each gene, two targets were chosen, one single guide RNA (sgRNA) was driven by the *OsU6a*, and the other by the *OsU6b;* the tandem sgRNA cassette was cloned into pYLCRISPR–Cas9P_ubi_–H^66^. *Agrobacterium tumefaciens* AGL1–mediated transformation of immature barley embryos^67^ and selection of mutant lines were performed. A Cas9-sgRNA expression vector for *TaMADS1* knockout was constructed and introduced into *Agrobacterium* EHA105 for transformation of immature wheat embryos^68^. Homozygous progeny plants (≥T_2_ generation) were used in the analyses. Primers used for constructs are listed in Supplementary Data 4.

### Morphological and histological analysis

Barley grains and spikelets were collected from the central parts of the main spike of at least ten individual plants per genotype for phenotyping analysis. For wheat, at least twenty-four spikelets from main spike were collected from the central and top parts of at least eight individual plants for each genotype for phenotypic observation. Barley spike photosynthetic gas exchange parameters were measured as described^69^ with minor modifications. Briefly, the entire awn on all spikelets of uniform main spikes of healthy WT plants at heading were cut off using sharp blades, and the whole-spike net photosynthetic rate was measured three days after de-awning to rule out the effect of wounding. The grain weight of both WT and de-awned WT was measured at harvest time. For SEM analysis, fresh awn, spikelet, and inflorescence were fixed in fresh FAA (3.5% formalin, 5% acetic acid and 50% ethanol) for 24 h. After being dehydrated in a graded ethanol series, samples were dried and coated with gold using Leica EM SCD050 sputtering device, then photographed with a scanning electron microscope (Hitachi, S-3400N). For paraffin sectioning, after being dehydrated and infiltrated by Histo-Clear II and ethanol, samples were transferred into paraffin, sectioned at 8 µm thickness, stained with toluidine blue, and observed under the light microscope (Nikon, ECLIPSE 80i). ImageJ software was used to calculate cell length, cell width and cell number, and at least 9 individual samples were used for such analyses. For the length and number of awn cells, the awn was longitudinally cut at the middle part of the awn, cell length per awn across the cut entire awn region was measured, and the resulting value was divided by the awn length to yield cell numbers per awn. For the size and number of lemma cells, lemma was cut transversely at the middle part of the lemma, and cell length and cell numbers were directly measured and counted, respectively.

### In situ mRNA hybridization

Fresh developing inflorescences were cut and immediately fixed in FAA solution for 6 h, then dehydrated, infiltrated, embedded, and sectioned as described above for paraffin sectioning. RNA probes (sense and anti-sense) were labelled using the SP6/T7 DIG RNA labeling kit (Roche) according to manufacturer’s instructions, and listed in Supplementary Data 4. Pre-treatment of sections, hybridization, and immunological detection were performed^70^.

### RT-qPCR and RNA-seq analysis

Lemma and awn from spikelets in the central part of stage W7.5 spike from WT and *mads1* mutants were collected for RNA-seq and RT-qPCR. In addition, whole shoot (7 days after germination), developing inflorescences at W2.0–W9.5, mature lemma, awn, palea, and developing grains from 0–35 days after fertilization (DAF) were collected from WT and *mads1* plants for spatiotemporal expression analysis of *HvMADS1*, *HvSHI*, *HvDL* and *HvAP2* expression. All tissues collected contain three biological repeats, each is a pooled tissue from 15-30 individual plants. Total RNA was isolated using TRIzol Universal Reagent (Tiangen) and cDNA synthesized using the Tiangen FastQuant RT Kit according to manufacturer’s instructions. Quantitative real-time PCR (RT-qPCR) assays were performed using QuantiNova SYBR Green PCR Kit (Qiagen). Expression of *HvActin7* was used as the internal control^71^ and primers used for RT-qPCR are all listed in Supplementary Data 4.

For transcriptome analysis (RNA-seq), library construction and sequencing were performed by BGI (Wuhan, China) using an Illumina 2500 platform. After screening and trimming, clean reads were mapped to the barley reference genome, and transcript levels calculated as fragments per kilobase million (FPKM) using RSEM (v1.3.3). Differentially expressed genes (DEGs) were selected using R package DESeq2 (v.1.30.0) with a criterion of |fold change| ≥ 1.5 and false discovery rate <0.05. DEGs were analyzed for enriched pathways by Gene Ontology (GO) using AgriGO2^72^. REVIGO was used to summarize and visualize the GO term results^73^.

### Cut&Tag and ChIP-qPCR

Cut&Tag treatments were performed as described^74^ with minor modifications. Nuclei were extracted from W7.5 lemma and awn of *pro::HvMADS1–eGFP* transgenic plants (created in our previous work^40^), each with two biological replicates. Primary antibodies were anti-GFP (ab290, Abcam) and IgG (as control; 12-370, Sigma–Aldrich), and the guinea pig anti-Rabbit IgG (PAB9407, Abnova) was used as secondary antibody. The tagmentation assay was performed after use of Tn5 transposase according to the manufacturer’s instructions (Vazyme, S603-01). Libraries were prepared using the TruePrep Index Kit V2 for Illumina (Vazyme, TD202) and NEBNext Hi-Fi mix (NEB, M0541S), purified with AMPure beads (Beckman, A63881), and sequenced at Personal Biotechnology (Shanghai) with an Illumina Nova. Cut&Tag data processing and analysis were performed based on the existing pipeline^74,75^.

The ChIP-qPCR assay was performed as reported with minor modifications^76^. Approximately 2 g of W7.5 inflorescences from WT and *pro::HvMADS1–eGFP* plants were cross-linked with 1% (v/v) formaldehyde and ground in liquid nitrogen. The chromatin was sonicated, then the DNA fragments were incubated with GFP-Trap Magnetic Agarose (ChromoTek, Munich). Immunoprecipitated DNA was analyzed by quantitative PCR using *HvSHI* and *HvDL* primers (Supplementary Data 4). Samples prior to precipitation were used as input controls, and the final result was a comparison of the enrichment levels of target genes between WT and GFP lines.

### Electrophoretic mobility shift assay (EMSA)

The complete *MADS1* coding sequence (CDS) was fused to 6×His and cloned into the pGADT7 vector for in vitro protein synthesis using the TNT T7/SP6 Wheat Germ Protein Expression System (Promega). Briefly, the recombinant MADS1–6×His protein was incubated with fluorescein amidite (FAM)-labeled probe and competition probe in binding buffer for 30 min at 25 °C. Samples were loaded onto a 6% native polyacrylamide gel at 4 °C, and the FAM signals were detected by the Cy2 channel of a ChemiDoc MP imaging system (BioRad). All probe sequences are listed in Supplementary Data 4.

### Dual-luciferase (dual-LUC) and transcriptional activity assays in barley protoplasts

The preparation and transformation of barley protoplasts^77^ were performed. For dual-LUC assays, the *HvSHI* and *HvDL* promoters were amplified and cloned into pGreenII-0800-LUC to drive luciferase (*LUC*) expression as reporters. Effectors were created by ligating *HvMADS1* and *HvAP2* CDS into the pGreenII-0000 construct. Reporter and effector vectors were co-transformed into barley protoplasts via polyethylene glycol-mediated transformation^78^, and cultured overnight at 22 °C in the dark. LUC activity was measured using a Dual-Luciferase Reporter Assay System (Promega) with Renilla luciferase (REN) as an internal control.

For the transcriptional activity assay, *5×GAL4-LUC* and *35S::REN* were used as the reporter and the internal control, respectively. *35S::HvAP2* or *35S::GFP* were used as plus vectors. Full-length CDS of *MADS1* and *VP16* (constitutive transcriptional activator) were fused to *GAL4BD* to generate effector vectors. Protoplast transformation and LUC/REN measurement followed the same protocols as for dual-LUC assays.

### Yeast two-hybrid assays

Yeast two-hybrid assays were performed following manufacturer’s instructions (Clontech). The full-length or truncated CDS of *HvMADS1* and of *HvAP2* were amplified and cloned into inserted into pGADT7 and pGBKT7, respectively. Different combinations of these vectors were co-transformed into yeast strain AH109 and selected on SD-Leu/-Trp or SD-His/-Ade/-Leu/-Trp for 2–3 days.

### Split firefly luciferase complementation (SFLC) and bimolecular fluorescence complementation (BiFC) assays

For SFLC assays, *HvMADS1* and *HvAP2* CDS was cloned into the pCAMBIA1300-nLUC and pCAMBIA1300-cLUC vectors^79^, respectively. For BiFC assays, *HvMADS1* and *HvAP2* CDS was ligated into pXY104-cYFP and pXY106-nYFP^80^, respectively. Recombinant constructs were transformed into *A. tumefaciens GV3101* and different combinations of *Agrobacterium* were co-infiltrated into tobacco leaves. Subsequently, the plants were grown in the dark for 48 h, and the activated luciferase reconstitution signals were captured with Tanon 5200 imaging system after injecting 1 mM luciferin to leaf regions. The YFP fluorescence signal was observed under a Leica SP5 confocal laser-scanning microscope.

### In vitro pull-down assay

The pull-down assay was performed as described in the *Glutathione Affinity Handbook* (Qiagen, 3^rd^ Edition). The *HvMADS1* and *HvAP2* CDS was cloned into pGEX4T1 and pET-32a to produce *GST-MADS1* and *His-AP2*, respectively. The GST-MADS1 and His-AP2 recombinant proteins were expressed in *Escherichia coli BL21 (DE3*), and purified with Glutathione HiCap Matrix resin (Qiagen) and Ni-NTA Agarose (Qiagen), respectively. GST-MADS1 and GST were incubated with glutathione beads, respectively, and then His-AP2 or His added to the reaction, followed by incubation overnight at 4 °C. Beads were washed and the eluted proteins were separated by 10% SDS-PAGE, and finally immunoblotted and probed with anti-GST and anti-His antibody, respectively.

### In vivo co-immunoprecipitation (Co-IP) assay

Co-IP assays were performed as described^81^ with minor modifications The *35S::MADS1-HA* and *35S::YFP-AP2* plasmids in *Agrobacterium GV3101* were transiently co-expressed into tobacco leaves as described above. The empty-vector *35S::YFP* was used as a negative control. Proteins were isolated with extraction buffer containing 10 mM Tris–HCl at pH 7.5, 150 mM NaCl, 0.5 mM EDTA, 0.2 % TrixtonX-100, 0.2 % NP-40, 1 mM DTT, 2% (v/v) PVP40, 0.1% (v/v) Tween-20, and 1×protease inhibitor cocktail (Roche). A small portion of the protein extract was saved as input and the rest incubated with GFP beads (GFP-Trap® Agarose, Chromo Tek) for 4 h at 4 °C. Beads were then denatured in protein loading buffer, and subjected to SDS-PAGE. Anti-GFP (G1544, Sigma) and anti-HA (M20003, Abmart) antibodies were used to detect protein interaction signals.

### Phylogenetic analyses

Homologous proteins in other species, including wheat, *Brachypodium*, sorghum, and rice, were obtained using the HvMADS1 (HORVU4Hr1G067680) protein sequence to query against the EnsemblPlants database (http://plants.ensembl.org). The amino acid alignment of these MADS-box proteins was imported into MEGA5 using the neighbor-joining method to generate a phylogenetic tree with bootstrap values of 1000 replicates.

### Statistics & Reproducibility

Statistical analyses of all bar graphs were performed using GraphPad Prism (Version 8.0.2) (https://www.graphpad.com/scientific-software/prism/) or Microsoft Excel (2016). Values were represented as mean ± SD, *p* values are made by two-tailed Student’s t-test or one-way ANOVA with Tukey’s multiple comparisons test. The biological replicates of experiments presented in this study are indicated in the respective figure legends. No data were excluded from the analyses and no statistical method was used to predetermine sample size. The experiments were not randomized and the investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Souce Data

## Data Availability

The transcriptomic data and CUT&Tag data generated in this study have been deposited in the National Center for Biotechnology Information under accession code GSE228410 and PRJNA1012547, respectively. All data supporting the conclusions of this study are presented within the paper and its Supplementary Information files. Source data are provided with this paper.

# Supplementary material for: MADS1-regulated lemma and awn development benefits barley yield
**Source:** Nat Commun. 2024 Jan 5;15:301. doi: 10.1038/s41467-023-44457-8
**Supplement:** Supplementary file 1 — Supplementary Information

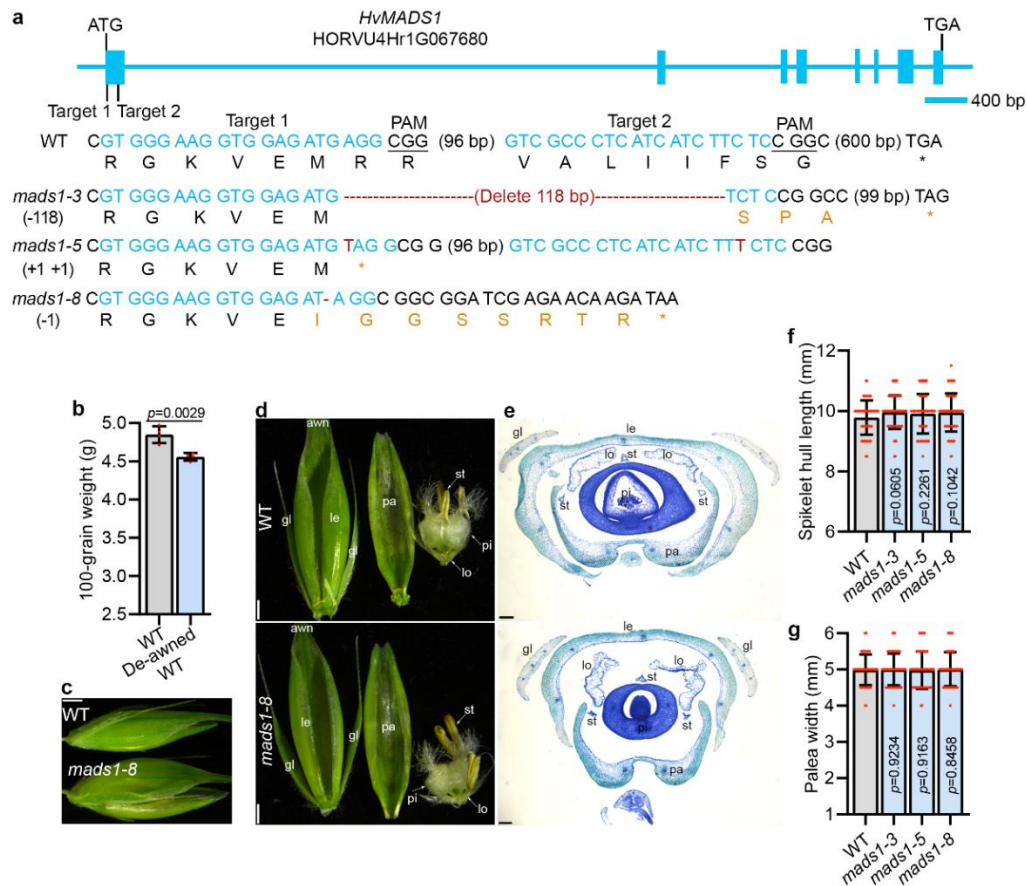

### Supplementary Fig. 1 Phenotypic analysis of WT and *mads1* spikelets.

**a** Knockout mutation in the *HvMADS1* gene induced by CRISPR/Cas9. Gene schematic shows exons (blue boxes), introns (blue line between two neighboring exons) and untranslated regions (blue line before ATG and after TGA), start and stop codons (ATG and TGA, respectively), and positions of CRISPR/Cas9 targets 1 and 2 in exon 1 (light blue letters). *mads1-3*, *mads1-5* and *mads1-8* had a 118- base pair (bp) deletion, two 1-bp insertions, and a 1-bp deletion, respectively, as shown in light red dashed line. All alleles caused a premature stop codon (light orange asterisk). PAM, protospacer adjacent motif. Underlined letters indicate PAM sequences. **b** Effect of de-awn on grain weight in wild type (WT). **c** A image of WT and *mads1* spikelet, respectively. **d** A dissected WT and *mads1* spikelet showing separated lemma and palea, respectively. **e** Transverse sections of a WT (upper) and *mads1* (lower) spikelet, showing similar morphologies. **f**, **g** Statistic data of spikelet hull length and palea width of WT and *mads1*, respectively. Values are mean  $\pm$  SD,  $p$  values obtained from two-tailed Student's t-test; Scale bars, 1 mm (**c**, **d**), 100  $\mu$ m (**e**). gl, glume; le, lemma; lo, lodicule; pa, palea; pi, pistil; st, stamen. Source data are provided as a Source Data file.

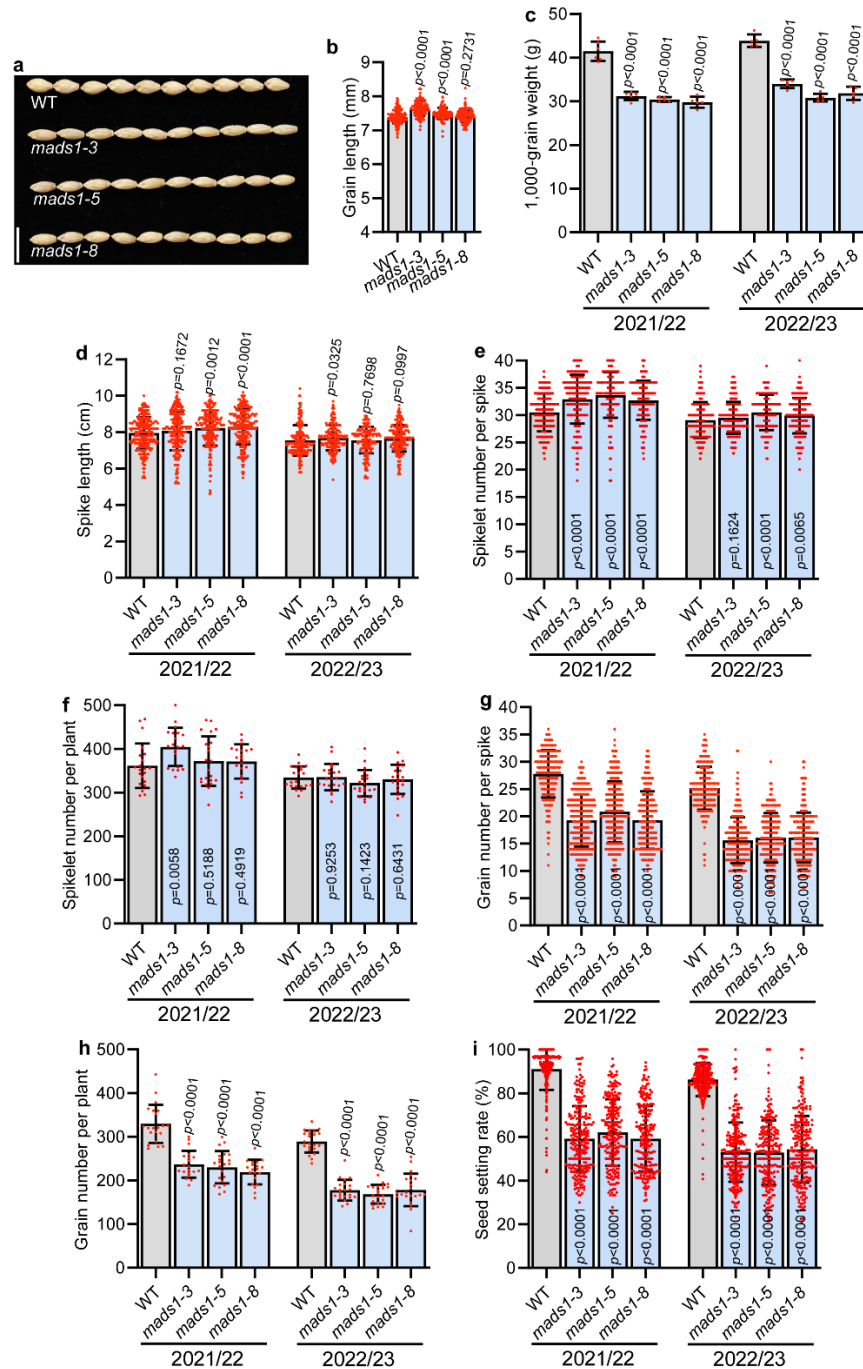

**Supplementary Fig. 2 Spikelet and grain related traits of WT and *mads1*.**

**a, b** Images (**a**) and statistical data (**b**) of WT and *mads1* grain length. **c–i** 1,000-grain weight (**c**), spike length (**d**), spikelet number per spike (**e**), spikelet number per plant (**f**), grain number per spike (**g**), grain number per plant (**h**), and seed setting rate (**i**) of WT and *mads1* grown in the paddy field in Shanghai for two consecutive years (2021/22 and 2022/23). Values are mean  $\pm$  SD,  $p$  values obtained from two-tailed Student's  $t$ -test; red dots give actual results from individual replicates. Scale bars, 1 cm (**a**). Source data are provided as a Source Data file.

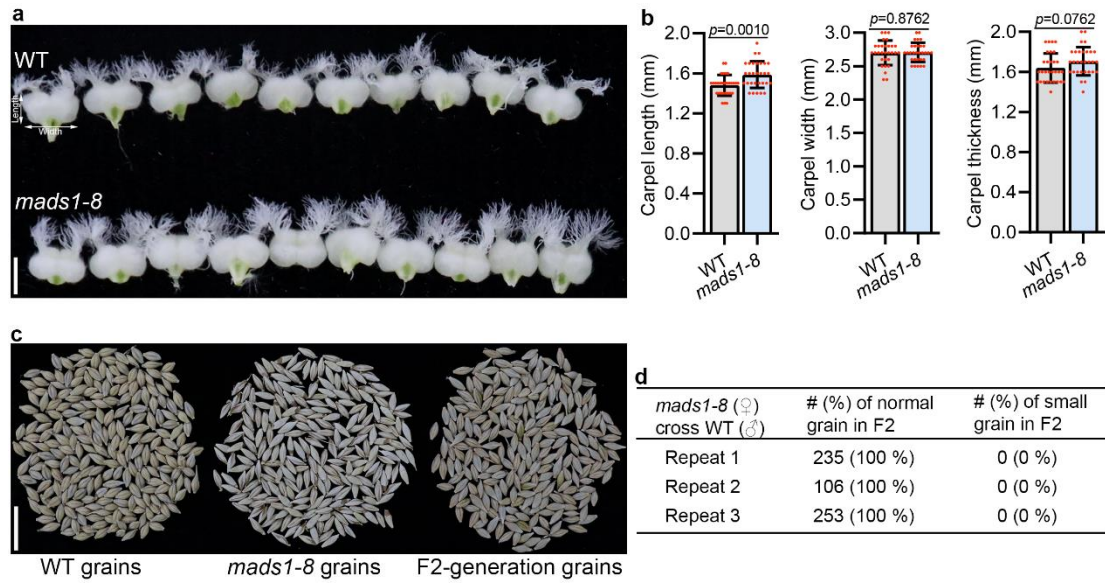

**Supplementary Fig. 3. Effects of carpel and endosperm on grain size.**

**a** Images of WT and *mads1* carpels. **b** Statistic data of carpel length, carpel width and carpel thickness. **c** Grain images of the offsprings of F1 generated by crossing *mads1-8* (♀) with WT (♂). **d** Statistic data of normal and small grain in the offspring of F1 generated by crossing *mads1-8* (♀) with WT (♂). Values are mean  $\pm$  SD,  $p$  values shown are from two-tailed Student's t-test ( $n = 30$  individual carpels). Scale bars, 2 mm (**a**) and 2 cm (**c**). Source data are provided as a Source Data file.

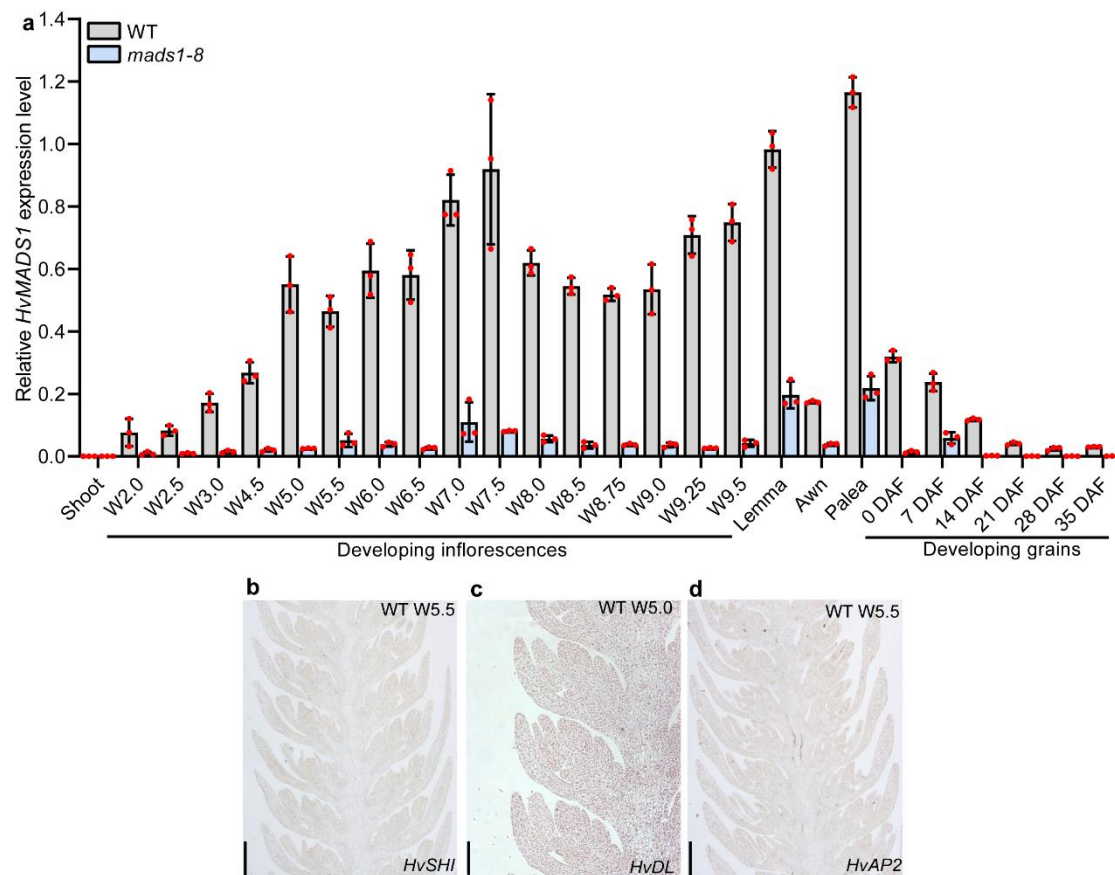

**Supplementary Fig. 4 Spatiotemporal expression pattern of *HvMADS1* in WT and *mads1* and *in situ* hybridization result of several genes in WT with sense probes.**

**a** Expression of *MADS1* in different tissues, particularly in developing inflorescences and developing grains, of WT and *mads1*. **b–d** *In situ* hybridization results detected with sense probes of *HvSHI* (**b**), *HvDL* (**c**) and *HvAP2* (**d**), in developing WT inflorescences. Values are mean  $\pm$  SD (n = 3 biological replicates). Scale bars, 100  $\mu$ m (**b**, **d**), 250  $\mu$ m (**c**). DAF, days after fertilization.

Source data are provided as a Source Data file.

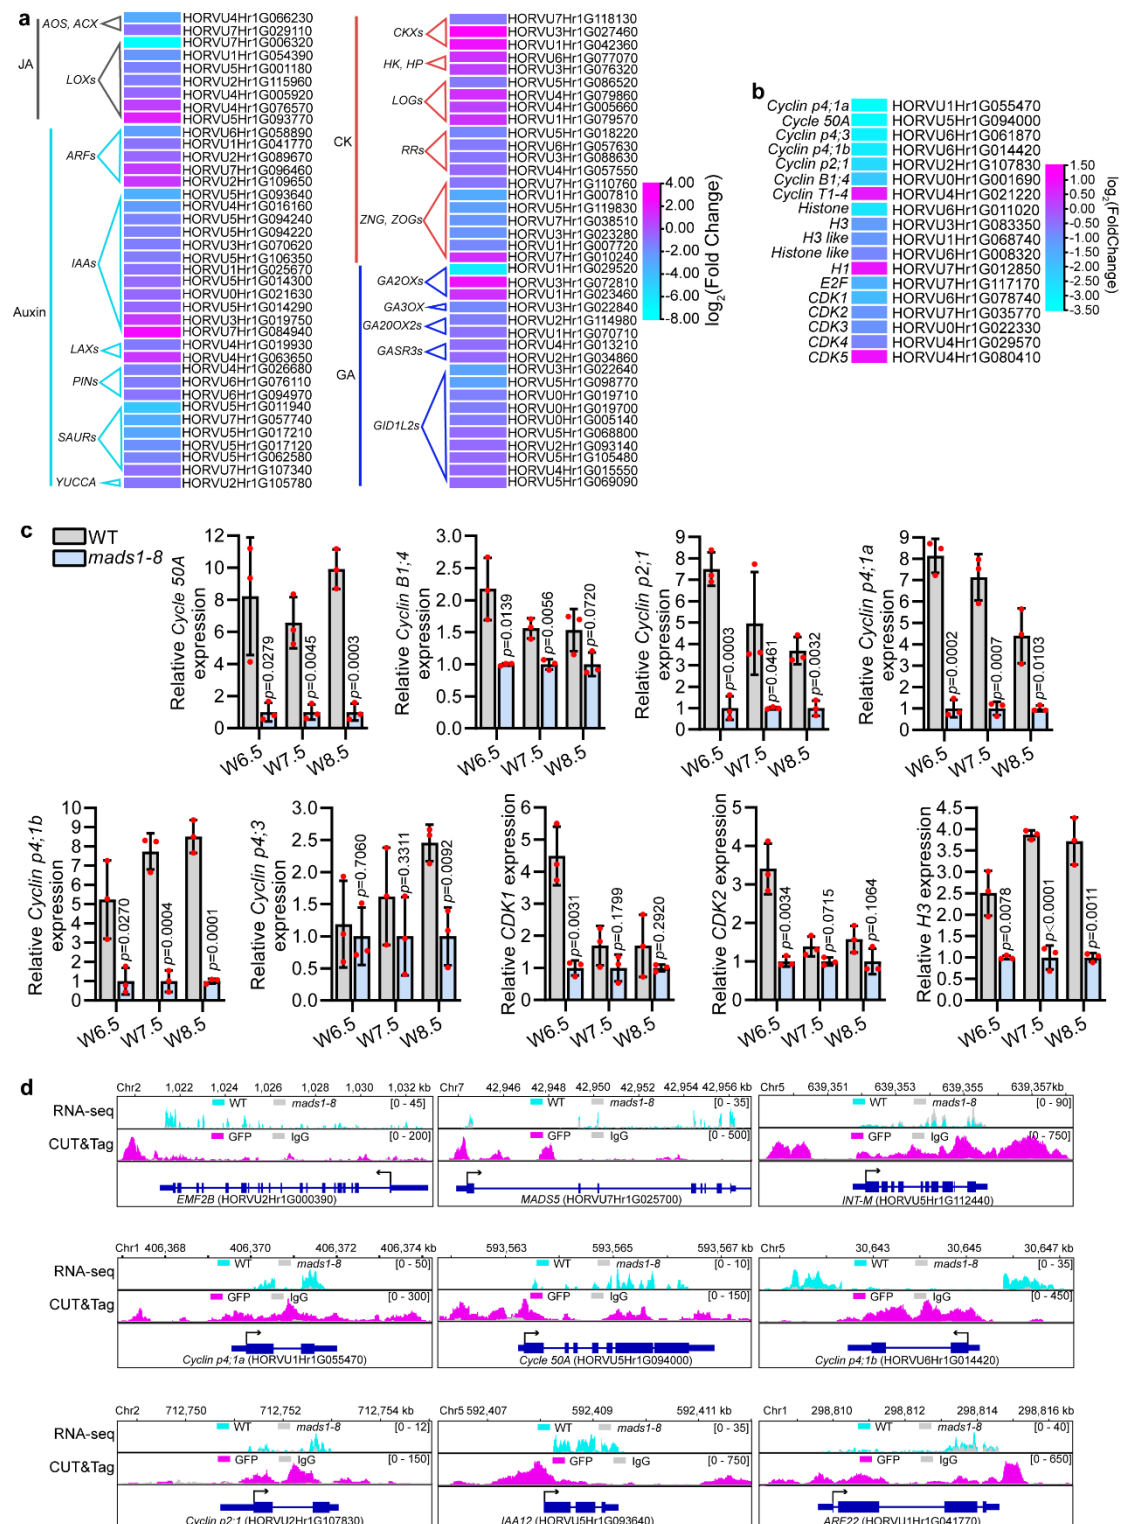

**Supplementary Fig. 5. DEGs related to hormones, cell cycle and floral organ development.**

**a, b** Heatmap of expression of hormone-related genes (**a**) and cell cycle-related genes (**b**) altered in the *mads1* lemmas and awns identified by RNA-seq. **c** Validation of the expression of selected cell cycle-related genes in WT and *mads1* lemmas and awns by RT-qPCR. **d** Some putative target genes

of HvMADS1 identified by RNA-seq and CUT&Tag. Genome browser views of RNA-seq and CUT&Tag profiles around genes involved in floral organ development (*EMF2B*, *MADS5*, *INT-M*), cell-cycle (*Cyclins*, *Cycle 50A*) and auxin (*IAA12*, *ARF22*). 

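The RNA-seq tracks of these panels come from the libraries whose FPKM values were deposited. Of the auxin genes shown, *ARF22* (HORVU.MOREX.r3.1HG0043670), annotated as auxin response factor 16 in Supplementary Data 2, was at 11.6 ± 0.212 FPKM (SD, n = 3) in WT and 5.87 ± 0.43 FPKM (SD, n = 3) in *mads1*. Its log2 fold change was -0.87 (adjusted p = 0.000265 from limma). The 3 *mads1* libraries listed *IAA12* (HORVU.MOREX.r3.5HG0509090) at 0.99, 1.52 and 0.19 FPKM, against 22.1, 10.5 and 9.58 FPKM in WT.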

ACX, Acyl-coenzyme A oxidase; AOX, Allene oxide synthase; ARF, Auxin response factor; CK, cytokinin; CDK, cyclin-dependent protein kinase; CKX, cytokinin oxidase; EMF2B, EMBRYONIC FLOWER 2B; GA, gibberellic acid; GA2OX, GA2 oxidase; GA3OX, GA3 oxidase; GA20OX2, GA20 oxidase 2; GFP, green fluorescent protein antibody; GASR3, gibberellin-regulated family protein 3; GID1L2, alpha/beta-hydrolases superfamily protein; H3, histone H3; HK, histidine kinase; HP, histidine acid phosphatase; IAA, auxin/indole-3-acetic acid; IgG, immunoglobulin antibody; INT-M, INTERMEDIUM-M; JA, jasmonic acid; LAX, auxin transporter-like protein; LOG, lysine decarboxylase family protein; LOX, lipoxygenase; PIN, auxin efflux carrier family protein; RR, response regulator; SAUR, SAUR-like auxin-responsive protein family; YUCCA, flavin monooxygenase; ZOG, CK O-glucoside; ZNG, CK N-glucoside; Values are means  $\pm$  SD, *p* values obtained from two-tailed Student's t-test (*n* = 3 biological replicates). Source data are provided as a Source Data file.

red dashed line), each producing a premature stop codon (light orange asterisk). PAM, protospacer adjacent motif. **c** Longitudinal sections from boxed regions of Fig. 5o, showing cell size of WT and *dl* awns. Black arrows indicate cells used to measure cell length and cell number. **d–f**, Statistic data of the length of longitudinal parenchyma cells in awns (**d**), spikelet hull length (**e**), and palea width (**f**) in WT and *dl*. **g** Pistil phenotypes of WT and *dl* mutant. **h** A cross-section of WT (upper) and *dl* (lower) spikelet hulls, respectively. **i** Expression of four tested cell cycle genes in WT and *dl* lemmas and awns determined by RT-qPCR ( $n = 3$  biological replicates). Values are means  $\pm$  SD,  $p$  values obtained from two-tailed Student's t-test. Scale bars, 100  $\mu\text{m}$  (**c**), 500  $\mu\text{m}$  (**g**), 250  $\mu\text{m}$  (**h**). Source data are provided as a Source Data file.

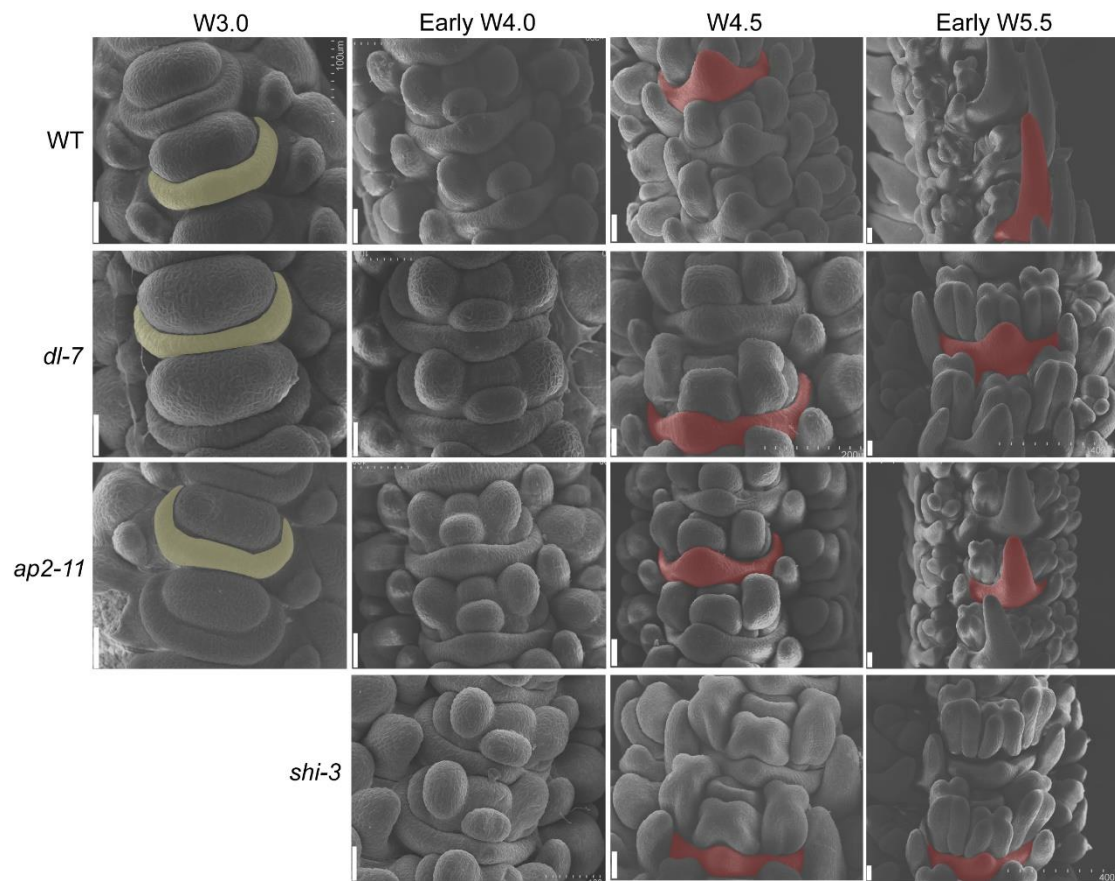

**Supplementary Fig. 8. SEM images of WT, *dl*, *ap2*, and *shi* inflorescence at different developmental stages.**

The yellow and red shading indicate lemma and awn & lemma, respectively. Scale bars, 50 μm. Representative images from three replicates are shown.

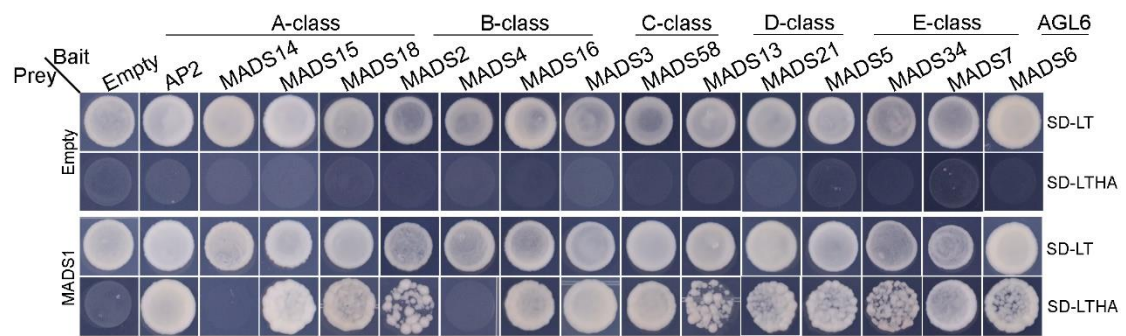

**Supplementary Fig. 9 Interaction of HvMADS1 with other homeotic proteins.**

Y2H assay showing the interaction of HvMADS1 with class A (HvAP2, HvMADS14, HvMADS15), class B (HvMADS2, HvMADS4, HvMADS16), class C (HvMADS3, HvMADS58), class D (HvMADS13, HvMADS21), class E (HvMADS5, HvMADS34, HvMADS7), and AGL6-like (HvMADS6) proteins. A representative result from three independent replicates is shown. Synthetic defined (SD) medium without Trp and Leu (SD/-TL) or without Trp, Leu, His and Ade (SD/-TLHA).

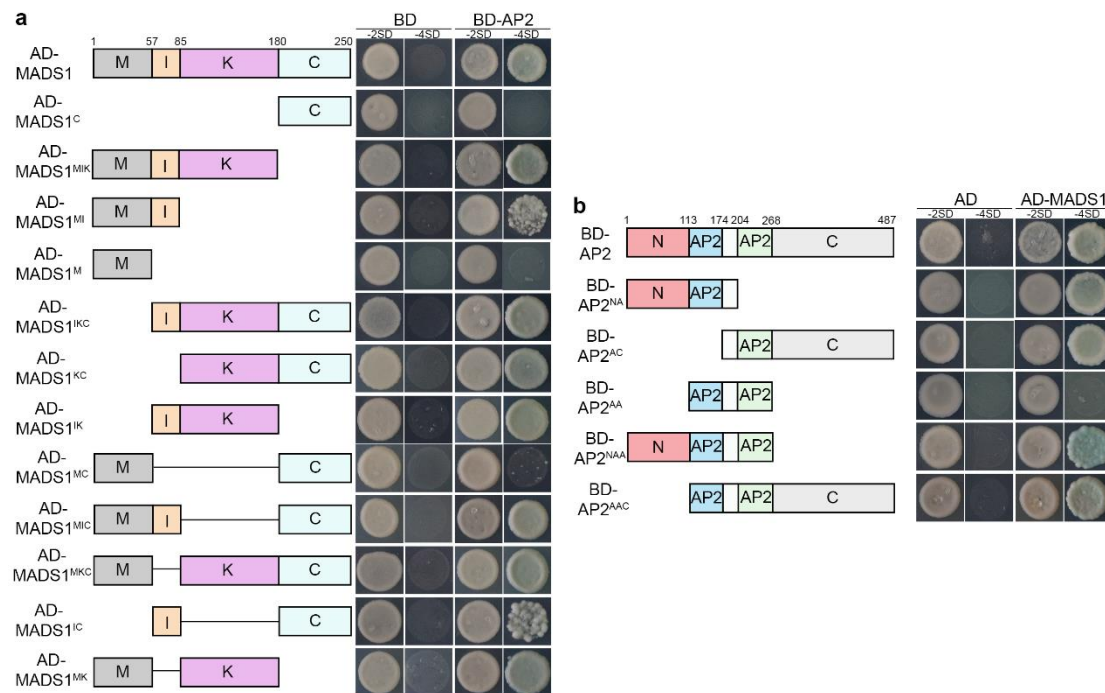

**Supplementary Fig. 10. Dissection of the essential domain for interaction between HvMADS1 and HvAP2 in yeast two-hybrid assays.**

**a** Interaction between different truncated versions of HvMADS1 and intact HvAP2. **b** Interaction between intact HvMADS1 and different truncated versions of HvAP2. A representative result from three independent replicates is shown. AP2, APETALA2 domain; C, C-terminal domain; I, Intervening domain; K, Keratin-like domain; M, MADS domain; N, N-terminal domain. -2SD, SD/-Trp-Leu; -4SD, SD/-Trp-Leu-His-Ade.

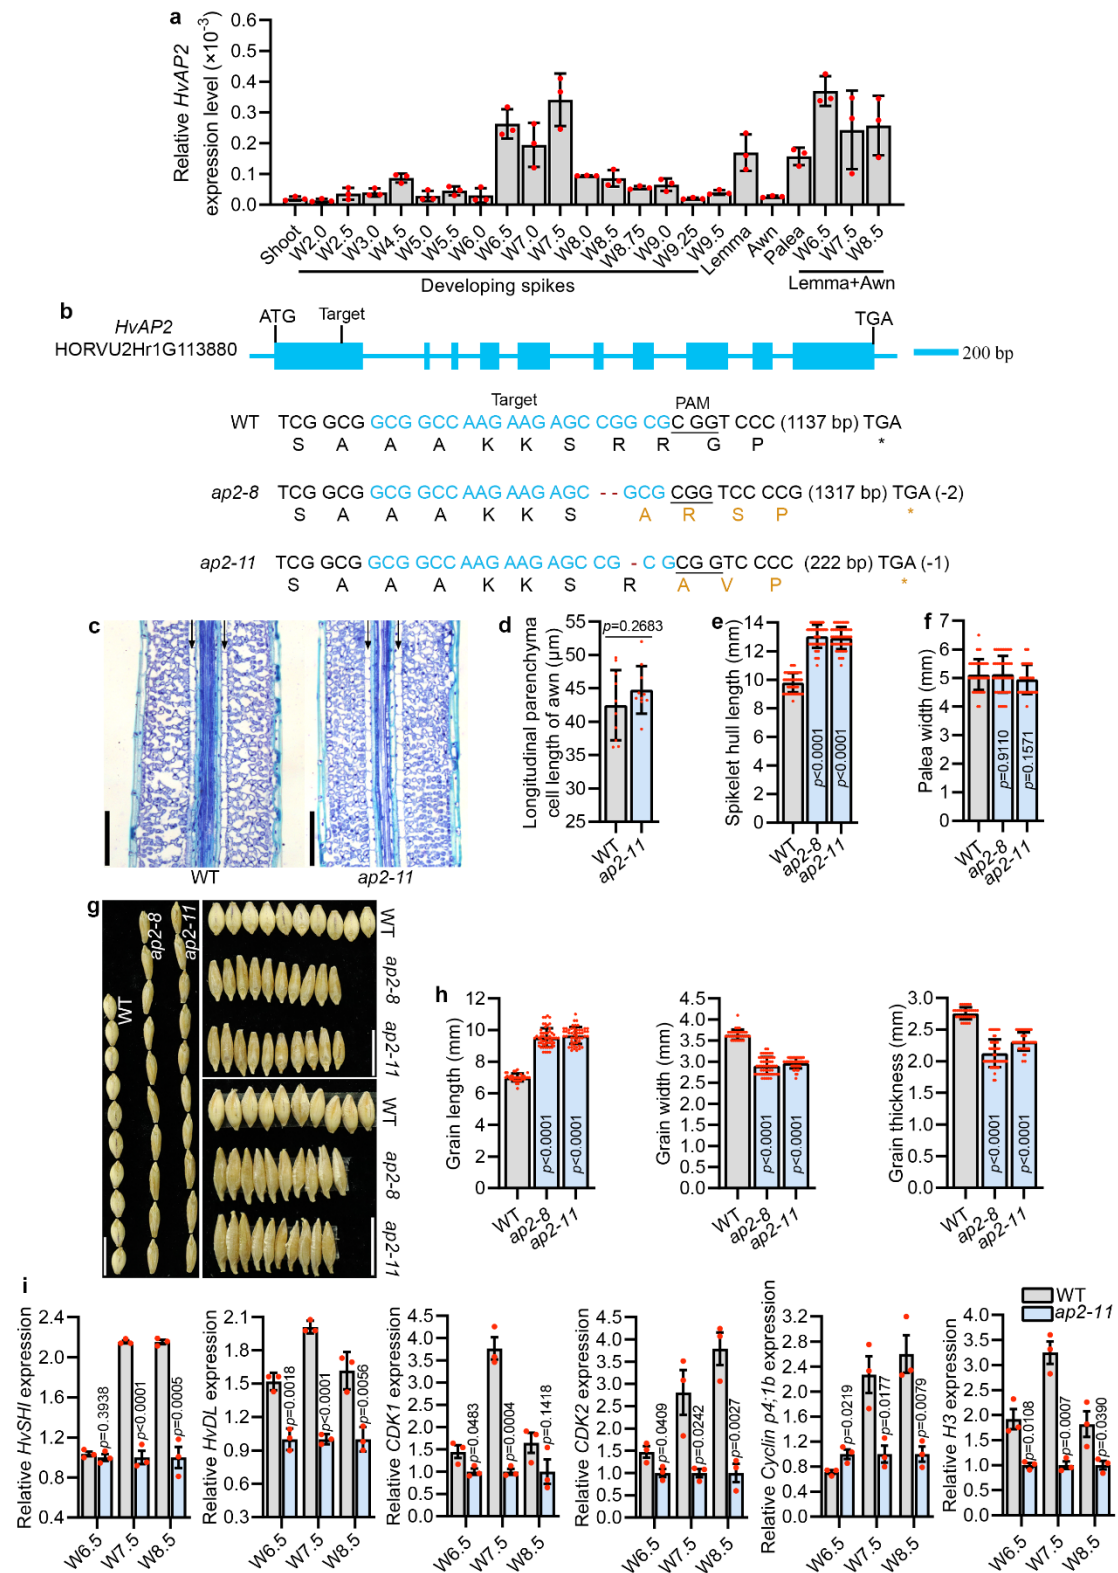

**Supplementary Fig. 11 Phenotypic analysis of *ap2* mutant.**

**a** Spatiotemporal expression patterns of *HvAP2* as revealed by RT-qPCR. **b** Creation of *ap2*

knockout mutant lines using CRISPR/Cas9. Two different mutant alleles were created, *ap2-8* (2- bp deletion, light red dashed line) and *ap2-11* (1- bp deletion, light red dashed line), producing different stop codons (light orange asterisks). **c** Longitudinal section from boxed regions of Fig. 6g, showing cell size of WT (left) and *ap2* (right) awns. Black arrows indicate cells used to measure cell length and cell number. **d–f** Statistic data of longitudinal parenchyma cell length in awns (**d**), spikelet hull length (**e**), and palea width (**f**) of WT and *ap2* plants. **g** Images of WT and *ap2* grains, showing length (left), width (upper right), and thickness (bottom right). **h** Statistic data of length, width, and thickness of WT and *ap2* grains. **i** Expression of *HvSHI*, *HvDL* and four tested cell cycle genes in WT and *ap2* lemmas and awns determined by RT-qPCR. Values are means  $\pm$  SD, *p* values obtained from two-tailed Student's t-test. Scale bars, 100  $\mu$ m (**c**), 1 cm (**g**). Source data are provided as a Source Data file.

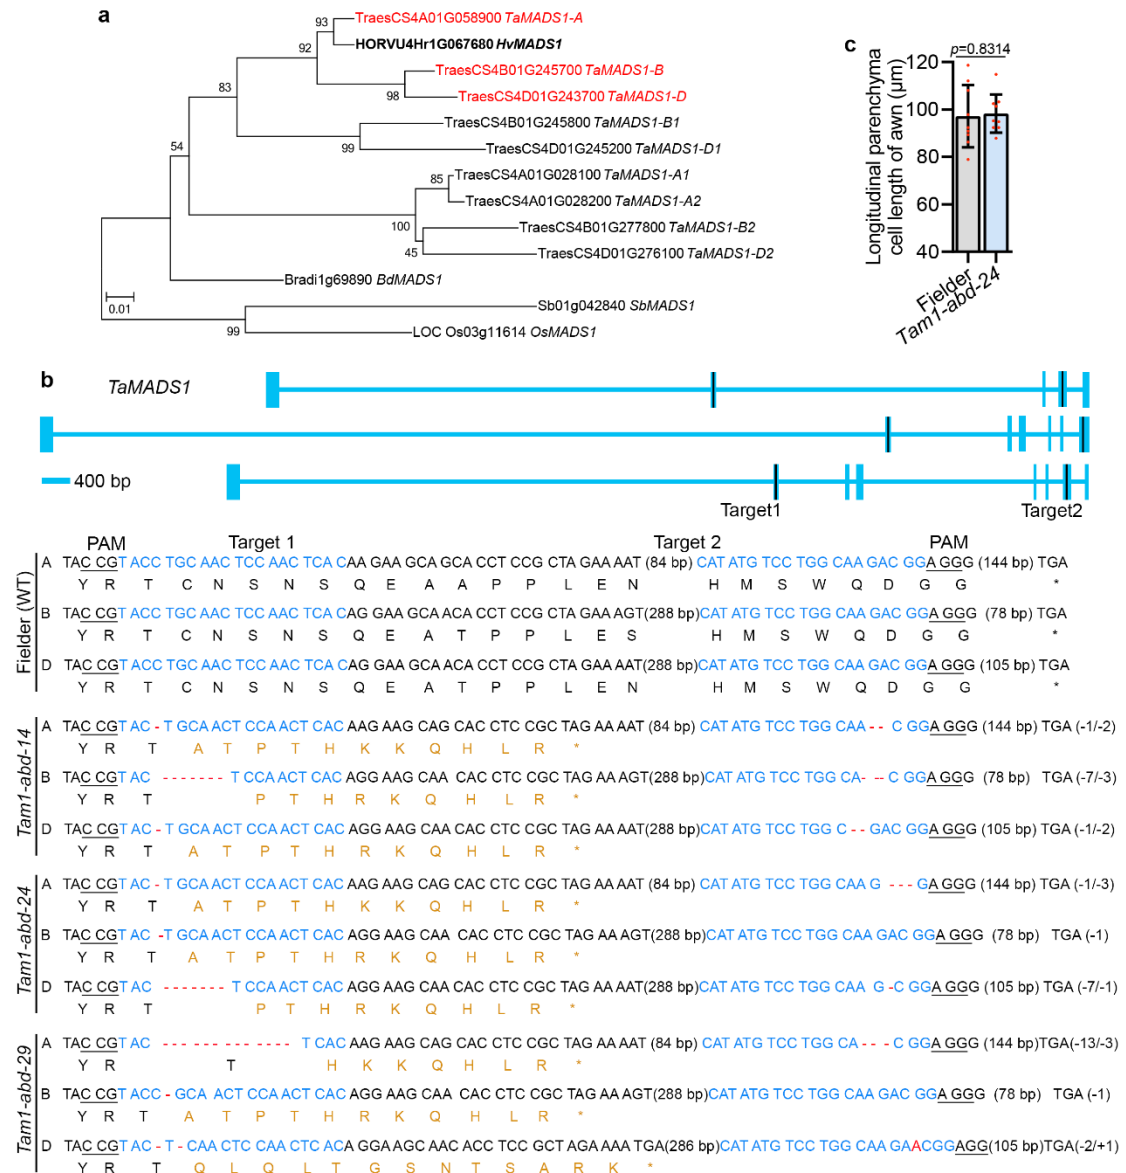

**Supplementary Fig. 12 Characters of *TaMADS1*.**

**a** Phylogenetic analysis of *TaMADS1* by the Neighbor-Joining method. *Bd*, *Brachypodium distachyon*; *Hv*, *Hordeum vulgare*; *Os*, *Oryza sativa*; *Sb*, *Sorghum bicolor*; *Ta*, *Triticum aestivum*. **b** CRISPR/Cas9-mediated mutations in the *TaMADS1-A*, *TaMADS1-B* and *TaMADS1-D* gene loci. Schematic map shows the target sites (Target1 and Target2, light blue letters); PAM, protospacer adjacent motif. Sequences show WT and mutant DNA and predicted amino acid sequences and positions of stop codons (asterisks). **c** Statistic data of the longitudinal parenchyma cell length of WT and *Tam1-abd* awns ( $n = 9$  individual awn samples). Values are means  $\pm$  SD,  $p$  values obtained from two-tailed Student's  $t$ -test; Source data are provided as a Source Data file.

# Supplementary material for: MADS1-regulated lemma and awn development benefits barley yield
**Source:** Nat Commun. 2024 Jan 5;15:301. doi: 10.1038/s41467-023-44457-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Potential target genes of HvMADS1 revealed by CUT&Tag.

**File Name:** Supplementary Data 2

**Description:** The list of 605 genes that were both directly bound by HvMADS1 and differentially expressed in *mads1* mutants identified from CUT&Tag and RNA-seq data.

**File Name:** Supplementary Data 3

**Description:** The list of genes related to flower development, phytohormone pathways and cell division for heatmap analysis was revealed from RNA-seq with CUT&Tag data.

**File Name:** Supplementary Data 4

**Description:** List of primers used in this study.

# Supplementary material for: MADS1-regulated lemma and awn development benefits barley yield
**Source:** Nat Commun. 2024 Jan 5;15:301. doi: 10.1038/s41467-023-44457-8
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

The phenotypes of plant materials were acquired using the Canon EOS 850D and Leica M205A;  
Microscopy images were acquired using Nikon ECLIPSE 80i;  
The BiFC images were acquired using Leica TCS SP5;  
The SFLC images were acquired using Tanon 5200 imaging system;  
The immunoblot analysis data were acquired using BIO-RAD ChemiDoc MP Imaging System.

#### Data analysis

Statistical analyses of all bar graphs were performed using GraphPad Prism (Version 8.0.2) (<https://www.graphpad.com/scientific-software/prism/>) or Microsoft Excel (Version 2016);  
Phylogenetic analysis data of MADS1 homologs was analyzed using the MEGA software (Version 5.0).  
Microscopy images were analyzed by Image J (Version 1.49).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The transcriptomic data and CUT&Tag data generated in this study have been deposited in the National Center for Biotechnology Information under accession code GSE228410 [<https://www.ncbi.nlm.nih.gov/bioproject/?term=GSE228410>] and PRJNA1012547 [<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA1012547>], respectively. All data supporting the conclusions of this study are present within the paper and its Supplementary Information files. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical approach was used to predetermine sample size. Sample size of all experiments was decided based on the feasibility of sample collection. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                |
| Replication     | The replication information of each experiment was described in the figure legends.                                                                     |
| Randomization   | The samples used in this study were randomly sampled;                                                                                                   |
| Blinding        | Blinding was not relevant to our study.                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Commercial antibodies: anti-GFP (ab290, Abcam), IgG (12-370, Sigma-Aldrich), the guinea pig anti-Rabbit IgG (PAB9407, Abnova), anti-GFP (G1544, Sigma) and anti-HA (M20003, Abmart), anti-GST (M20007, Abmart) and anti-His (M20001, Abmart). The antibodies were applied into western blot at dilution of 1:3000

## Validation

Validation statements relevant citations of commercial antibodies available from manufactures  
 anti-GFP (ab290, Abcam): <https://www.abcam.com/products/primary-antibodies/gfp-antibody-ab290.html>  
 IgG (12-370, Sigma-Aldrich): <https://www.sigmaaldrich.com/GB/en/product/mm/12370>  
 The guinea pig anti-Rabbit IgG (PAB9407, Abnova): <https://www.biocompare.com/9776-Antibodies/719844-Guinea-pig-AntiRabbit-IgG-HL-secondary-antibody/#productspecs>  
 anti-GFP (G1544, Sigma): <https://www.sigmaaldrich.com/GB/en/product/sigma/g1544>  
 anti-HA (M20003, Abmart): <http://www.ab-mart.com.cn/page.aspx?node=%2059%20&id=%20963>  
 anti-GST (M20007, Abmart): <http://www.ab-mart.com.cn/page.aspx?node=%2059%20&id=%20967>  
 anti-His (M20001, Abmart): <http://www.ab-mart.com.cn/page.aspx?node=%2059%20&id=%20959>

## Dual use research of concern

Policy information about [dual use research of concern](#)

## Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

Seed stocks

No seed stocks were purchased from commercial company.

Novel plant genotypes

All mutants used in this study were generated by gene editing, detailed information on plant materials has been provided in Methods section.

Authentication

PCR amplification and Sanger sequencing

How the deposited data were processed for this re-analysis (not part of the article)

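RNA was sequenced from 3 WT and 3 *mads1* samples of stage W7.5, each a pool of plants. The authors had the libraries sequenced by a company, trimmed and mapped the reads to the barley genome, and deposited FPKM values per gene that RSEM estimated. FPKM divides the fragments of a gene by its length and by the library's total, so the deposited values hold no read counts, and the authors' DESeq2 test on counts was not repeated. The paper's text does not name the genome version or the aligner, and the identifiers in the deposited table are those of Morex version 3. No column of the table was left unused. The totals of the libraries lie in a narrow range, as values scaled to a fixed total per library would. The deposited values may therefore be of that kind, although the methods call them FPKM. Rescaling to the same total is among the alternatives. Samples were grouped by the genotype and replicate number in their labels.

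The absolute depth is unknown. Values between 0.15 and 0.5 FPKM fall on steps of whole reads, and the most frequent ratio of such values between a library and WT replicate 3 gave relative depths of 0.936 to 1.06. The values have 2 decimals, so these ratios are approximate. Ratios beyond the width of that range cannot be found in this way, and limiting both libraries to it favours ratios near 1. No interval or smallest detectable share was computed.

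From the deposited FPKM values, log2(FPKM + 1) was computed and tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend). Genes with at least 1 FPKM in at least 3 of 6 libraries were tested, and p was adjusted by the Benjamini-Hochberg method over all of them. A gene was called changed at an adjusted p below 0.05 and a fold change of at least 1.5. The fit was tested on simulated data with the spreads of the 17996 real genes, shuffled across genes, and 200 of them changed by known amounts. Genes with low mean values were left out of the 200, and each simulated change was larger than the limit on fold change. It called 168 of the 200 (84%) and 5 unchanged genes, and all 200 had the right sign. The share called does not hold for genes with low FPKM or with changes near the limit. With 3 libraries per group, an exact permutation test of a single gene has a smallest two-sided p of 0.1.

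No pair of libraries shared more than 0.767% of their values, so each was counted as a separate replicate. The pairing of replicates by number comes from the sample labels alone, and same-numbered samples of the 2 genotypes are different pools of plants.

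Older identifiers in the paper were joined to the table through the 605 pairs of Supplementary Data 2. This reached 5 of 18 genes of Supplementary Fig. 5b and 19 of 76 genes of Supplementary Fig. 5a. *HvMADS1* and the remaining genes of those figures are not analysed here, so the targeted gene gives no check of the labels. The planned test of an annotated cell cycle set and the planned test of changed genes among all CUT&Tag targets were not made, since the genes that could be joined had been selected for their change. The names of genes, the targets and the annotation are the paper's.

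The genes named are those of Supplementary Data 3 and the genes with the largest changes past the threshold whose 3 *mads1* values lie on one side of the 3 WT values, 5 in each direction or 2 where no table names them. The KNOTTED-like, cycling DOF factor, NIMA-related and phosphoribulokinase genes were chosen after their values were seen.

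The alternatives were pseudocounts of 0.1 and 0.5, no filter on low values, a filter at 5 FPKM, rescaling to the same total, size factors from the median of ratios, quantile normalization, eBayes without a trend, the replicate number as a block, the adjusted p alone, and each replicate left out. Genes tested without a replicate were those of the full set. While the data were first examined, a fit with a pseudocount under 0.1 and no filter, and size factors from genes with a mean above 1 FPKM, were also run once. They were not in the plan and are not reported.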

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

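All tests in this part were chosen after the pattern was seen, and for the tests of scaling, depth and neighbouring genes the values they rest on had been seen as well.

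In *mads1*, 42 genes were at 5 FPKM or more in each library while each WT library listed them under 0.5 FPKM, and 24 of them were listed at 0 in all 3 WT libraries. These limits were chosen after the values were seen. None of the 42 is in Supplementary Data 2, and whether they are among the genes the paper names under older identifiers outside that list is not analysed here. The opposite pattern was found for 30 genes, of which 12 are in that list. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1, the real one, gave as many such genes, and so few splits cannot give a share under 0.25. The 6 other splits part 1 pair each and gave 0. Scaling of the libraries moved the number to 45 at most. A difference in depth between the groups would need WT libraries far shallower than *mads1* libraries, while the lowest relative depth in WT was 0.941 times the highest in *mads1*. That estimate favours ratios near 1 and cannot find ratios beyond its range of values. A far shallower library, however, could not list many values close to 0. Each WT library listed 1863 to 1967 genes above 0 and under 0.15 FPKM, against 1884 to 2018 in *mads1*. A varying share of another tissue in the *mads1* samples would move the genes together across the 3 libraries. Along one shared direction lay 76.8% of their spread, against a median of 78.5% for random genes of similar level (permutation p = 0.591 over 10000 draws), but with 3 libraries one direction always holds most of the spread, and the random genes would themselves move with the share of a tissue. The test can therefore hardly tell, and a share of another tissue, varying or constant, remains open. For a linked stretch of another haplotype, 4 of the 42 genes had another of them within 5 listed identifiers, where random lists had a median of 0 (permutation p = 0.0444). Such a stretch may therefore account for those 4 genes, as might neighbouring copies of one gene. The 42 genes together lie on 7 chromosomes. Reads shared between near-identical genes were not tested, nor were scattered sequence differences from the reference that WT and *mads1* plants do not share. An effect of the *mads1* genotype therefore cannot be told apart from these.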

How the results depend on the processing

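All alternatives reported were set before the data were examined. The planned fold change of *HvMADS1* and the planned tests of a cell cycle set not chosen by expression and of changed genes among all CUT&Tag targets were not run under any setting. Genes outside the paper's selected list are not analysed here under older identifiers.

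Without the limit on fold change, 7779 genes had an adjusted p below 0.05, 4011 lower and 3768 higher in *mads1*, against 3794, 2607 and 1187 with it. With a filter at 5 FPKM, the genes higher in *mads1* numbered 769, and 2 of the 4 lower cell cycle genes were left. The cause was not tested beyond the filter, which removes genes by their level. Changed genes in all numbered 2637 with that filter and 3763 to 4092 under the other alternatives that kept the 6 libraries and the limit on fold change. Leaving out one replicate at a time gave 3402 to 4158 changed genes, 2380 to 2698 lower and 1022 to 1460 higher. The putative direct targets past the threshold then numbered 469 to 519, the hormone genes 17 to 18 and the lower cell cycle genes 4 in each fit. Under the alternatives that kept the 6 libraries and the limit on fold change, the targets numbered 386 to 542 and the hormone genes 13 to 18, both lowest with the filter at 5 FPKM.

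The share of lower genes among the changed genes was 68.7%, and it was 62.5% after rescaling to the same total, 71% with size factors and 59.8% after quantile normalization. Of the 3794 genes, 3514 remained past the threshold in the same direction after quantile normalization and 3599 after rescaling to the same total.

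With the replicate number as a block, 3781 genes were changed, 2610 lower and 1171 higher, and 3741 of them were changed in the same direction without the block. Deviations of same-numbered samples from their group means had a correlation of -0.0493 over the 3 pairs (-0.0686, -0.28 and 0.199 for replicates 1, 2 and 3), so the numbers do not pair the samples.

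*HvSHI* and *HvDL* stayed lower and past the threshold in every fit. Among the other named genes, 4 results fell below a limit when a replicate was left out and none reversed: *ACX2* without *mads1* replicate 1, *LOX5* without *mads1* replicate 3, and *INT-M* without *mads1* replicate 3 or WT replicate 1. The filter at 5 FPKM left out named genes with low values, which then have no result.

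Of the 4 splits of the libraries that part every same-numbered pair, 1, the real one, gave as many changed, lower or higher genes, lower cell cycle genes, hormone genes and putative direct targets. The paper chose the cell cycle, hormone and target genes from its calls on the real split, so their counts were bound to be largest there. The largest number of changed genes in the 3 other splits was 0. Those gave at most 137 genes at an unadjusted p below 0.05 and past the fold change limit, against 3865 in the real split. The 6 remaining splits keep both samples of 2 numbers together and also gave 0, with at most 70 genes past these 2 limits. The real split was thus the only one of all 10 with any changed gene. With 4 splits the share cannot fall below 0.25, nor below 0.1 with 10, so it alone cannot decide on a grouping by chance. The counts argue against it for the changed genes as a set, with 3794 in the real split and 0 in every other. So do the correlations, at 0.982 to 0.994 within a genotype and 0.884 to 0.941 between genotypes. These values do not tell what sets the genotypes apart.

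The read depth behind the FPKM values is unknown, which limits what can be said of genes near 0.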

Differences from the paper's values

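The numbers of changed genes lie within 1.5 times the paper's. So does the number of targets, 514 against 605, but these are not like counts. The 514 are those of the paper's 605 that were past the threshold here, so the number could not exceed the paper's. The overlap with all CUT&Tag targets was not computed. Under 2 alternatives some numbers lie outside that range: the filter at 5 FPKM gave 386 targets, 769 higher and 1868 lower genes, and the adjusted p alone gave 3768 higher genes. Of the 30 log2 fold changes in Supplementary Data 3, 12 differ by more than the spread between replicates. *Cycle 50A* was at -1.91 against the paper's -3.22, *Cyclin p2;1* at -1.54 against the paper's -2.49, *SAUR54* at -1.95 against the paper's -2.96, *SAUR51* at -1.43 against the paper's -1.96, the *SAUR*-like gene at -3.56 against the paper's -4.46, *CKX5* at 1.22 against the paper's 2.73 and *GA2OX6* at 0.78 against the paper's 1.15. *Cyclin p4;1a* was at -2.92 against the paper's -3.29, *Cyclin p4;1b* at -2.52 against the paper's -2.89 and *EMF2B* at -2.09 against the paper's -2.39. The last pair were *ARF22*, at -0.87 against the paper's -1.01, and *ARF10*, at -0.52 against the paper's -0.62. With a pseudocount of 0.1 in place of 1, none of the 12 differed by more than the spread between replicates. With a pseudocount of 0.5, *Cyclin p4;1a* (-3.11), *Cyclin p4;1b* (-2.72), the *SAUR*-like gene (-4.06), *SAUR51* (-1.67) and *GA2OX6* (0.96) came within it and the other 7 did not. *Cyclin p4;1b* was also within it without *mads1* replicate 1 and without *mads1* replicate 2. Over all 30 genes, more differed under several alternatives, 19 without *mads1* replicate 3, 18 without WT replicate 1, 15 after rescaling to the same total, 14 after quantile normalization or without *mads1* replicate 2, and 13 without WT replicate 2 or 3. None of the other alternatives set before the data were examined closed any of these gaps, and the filter at 5 FPKM left the lowest of these genes untested.

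The paper lists *ARF10* among the changed genes, while its fold change was under the limit here in all fits. The paper counts 605 putative direct targets as changed, of which 514 were past the threshold here, 27 were tested and not past it, and 64 were under the filter on low values.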

Other observations

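All tests in this part were chosen after the patterns were seen. The values the tests rest on had been seen as well, apart from the splits of the libraries, the matching on expression level and the scalings in the next paragraph.

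Changed genes of Supplementary Data 2 were lower in *mads1* more often than other changed genes, at 450 of 514 (87.5%) against 2157 of 3280 (65.8%). Expression level of the listed genes was matched by drawing other changed genes from 20 bins of mean expression, 10000 times. The draws had a median of 66.1% lower genes and reached 73.7%, so p was 1e-04, the smallest these draws can give. Scaling of the libraries left a difference of at least 20.1 percentage points. Of the 4 splits that part every same-numbered pair, the real split alone gave as large a difference between listed and other genes. The difference in mean log2 fold change was 1.21, against at most 0.611 in the others. The paper had selected the listed genes from its calls on the real split, so the largest difference was bound to fall there. So few splits cannot give a share under 0.25, so the share alone cannot decide on a grouping by chance. A candidate explanation, put as a hypothesis, is that HvMADS1 acts at its bound genes more as an activator than as a repressor at this stage. The draws matched mean expression and not the level in WT alone. Of the 30 genes near 0 in *mads1* alone 12 were listed, and of the 42 near 0 in WT alone 0 were. That a gene's level in WT affects its listing is therefore not excluded.

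Cell wall genes of that list fell more uniformly than the rest of it. All 37 past the threshold were lower, against 413 of the 477 other listed genes (86.6%). Fisher's exact test, two-sided, gave p = 0.00896, on a set picked after its values were seen. The test is therefore weak ground for setting aside that the list as a whole is mostly lower. Genes of one pathway are not independent of each other, and a delay in wall thickening that follows from slower growth was not tested.

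The overlap of 605 genes was set against the number the list sizes give. The paper's 1374 and 2872 changed genes make 15.8% of the 26933 listed genes, while the paper's 605 make 12.8% of its CUT&Tag targets. The paper's overlap is 0.81 times the 747 genes that the list sizes give if every target is in the table. It would equal the number chance gives if 3838 of the targets are in the table. How many are is not known here, so an overlap by chance can be neither taken nor set aside.

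Some replicates of one genotype differed along the direction in which the genotypes differ. Across the 17996 genes tested, the difference of WT replicates 1 and 2 had a correlation of 0.437 with the difference of WT replicate 3 from the *mads1* mean, which shares no library with it. For WT replicates 1 and 3 it was 0.408, for WT replicates 2 and 3 it was -0.0764, and for *mads1* replicates 2 and 3 it was 0.335 with the difference of the WT mean from *mads1* replicate 1. The 2 other *mads1* pairs gave 0.146 for replicates 1 and 3 and -0.29 for replicates 1 and 2, so the correlations ranged from weak to moderate. Genes are not independent replicates, and 6 such correlations were computed. Noise of genes with low values is not the source, as the largest was 0.478 over genes with at least 5 FPKM in 3 libraries. Nor is scaling of the libraries, as it was 0.424 after quantile normalization. Samples differing in developmental stage or in the proportion of tissues may give such a shared direction, and part of the difference between genotypes could then be a difference in stage. The design gives 1 stage, so the value of 0.437 cannot tell this apart from other sources.

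The FPKM totals of the genotypes do not overlap, with a mean of 949835 in *mads1* and 994143 in WT. Of the 605 identifier pairs in Supplementary Data 2, 25 join identifiers on different chromosomes and 9 hold an identifier without a chromosome. *Cycle 50A*, shown by the paper with the cell cycle genes, is annotated as ALA-interacting subunit 5 in Supplementary Data 2.

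The paper's RT-qPCR source data for *HvSHI* at W7.5 have means of 1.85 ± 0.168 in WT and 1 ± 0.392 in *mads1-8* (SD), a log2 ratio of -0.88, where the deposited FPKM values gave -1.78. The samples of the measurements were not matched to each other.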
